# Circadian Reprogramming of Protein Homeostasis and Glycolipid Metabolism in Diabetic Nephropathy

**DOI:** 10.1096/fba.2025-00305

**Published:** 2026-02-11

**Authors:** Xiao‐Qian Li, Lei Cheng, Tian‐Fen Chen, Yi‐Nuo Ma, Lu‐Yao Wang, Xiao‐Hui Li, Ting‐Yu Fu, Jing Xiao, Zhan‐Zheng Zhao

**Keywords:** circadian, diabetic nephropathy, fatty acid metabolism, glycolipid metabolism, protein homeostasis

## Abstract

Dysfunction of the circadian clock has been implicated in the pathogenesis of various diseases, including metabolic disorders, inflammatory conditions, and cancer. While the significance of circadian rhythm in diabetic nephropathy is gaining attention, the specific alterations in circadian profiles in diabetic nephropathy remain unexplored. In the present study, we performed RNA sequencing on renal cortex samples collected every 4 h across the day from both control and diabetic mice. The rhythmicity of genes was identified using the JTK_CYCLE algorithm for each group. Genes that lost, acquired, or sustained rhythmicity in diabetic mice were denoted the circadian dysregulation gene set. Subsequent bioinformatic analyses focused on this gene set to investigate the circadian reprogramming in diabetic nephropathy. We observed significant circadian disruption in the kidney of diabetic mice, marked by both the gain and loss of rhythmicity, along with alterations in the phase and relative amplitude of genes that retained rhythmic expressions. Circadian disturbances, such as phase shifts and alterations in relative amplitude or mesor, were also noted in core clock genes. Furthermore, genes that lost rhythmicity in diabetic nephropathy were predominantly associated with protein homeostasis and glycolipid metabolism, whereas those that gained rhythmicity were mainly linked to gene regulation, fatty acid metabolism, and protein transport. The genes in the circadian dysregulation gene set that exhibit differential expression at least at one Zeitgeber time were most prominently enriched in the lipid metabolic process. WGCNA and correlation analysis revealed co‐expression networks involving core clock genes and PPAR signaling pathway with renal triglyceride levels. Our study reveals substantial circadian disruption in diabetic nephropathy, with significant impacts on protein homeostasis and glycolipid metabolism. Furthermore, our findings highlight the potential influence of circadian system dysregulation on the disorder of fatty acid metabolism in diabetic nephropathy.

## 1 Introduction

Diabetic nephropathy, a primary microvascular complication of diabetes mellitus, stands as the predominant cause of end‐stage renal disease globally [1, 2]. Given the limited treatment strategies available, further exploration is required to expand our inadequate comprehension of the pathogenesis underlying diabetic nephropathy.

The internal timekeeping system, referred to as the circadian clock, is a rhythmic and evolutionarily preserved mechanism that could synchronize physiological and behavioral processes in alignment with external cues like daylight, ambient temperature, and dietary habits. The autonomous circadian rhythm is orchestrated by two principal transcription factors: the clock circadian regulator (CLOCK) and the basic helix–loop–helix ARNT‐like 1 (BMAL1). These two proteins combine to form a complex that triggers the expression of core clock genes, including the period1/2/3 (PER1/2/3), cryptochrome1/2 (CRY1/2), nuclear receptor subfamily 1, group D, members 1 and 2 (NR1D1/2), and RAR‐related orphan receptors α/β/γ (RORα/β/γ), etc. These genes jointly constitute the transcription‐translation feedback network, which in turn modulates the transcription of downstream circadian‐controlled genes.

Acting as the conductor of the body, the circadian clock is intricately interconnected with a multitude of biological functions. Disturbances of the circadian system could result in a spectrum of diseases, including metabolic disorders [3], inflammatory diseases [4], and cancer [5]. The circadian clock lies in the suprachiasmatic nucleus of the central nervous system as well as the peripheral organs like the kidney. Zhang et al. [6] detected that the proportion of rhythmic genes in the kidney was about 13%, only surpassed by the liver (about 16%). Indeed, the key renal physiological processes such as electrolyte excretion, blood pressure control, and hormone production are circadian controlled [7], highlighting the substantial influence of circadian rhythm on kidney function.

The potential influence of the circadian clock in diabetic nephropathy is increasingly recognized through a range of clinical investigations. Epidemiological research has demonstrated that sleep circadian disturbance is closely related to elevated risk of metabolic syndrome, including obesity and type 2 diabetes [8]. Besides, investigators further established a link between circadian disturbance of blood pressure and sleep behavior with the progression of chronic kidney disease and diabetic nephropathy [9, 10, 11, 12]. In recent years, several researchers have begun to take an interest in the significance of the intrarenal circadian clock in diabetic nephropathy. Research indicates that dysfunction of the circadian system might lower the threshold of kidney disease or worsen its progression. For instance, in normoglycemic mice, nephron‐specific deletion of *Bmal1* resulted in substantial alterations in renal metabolic pathways and a significant decrease in the nicotinamide adenine dinucleotide oxidized‐to‐reduced ratio, which reflects the mitochondrial function [13]. Ansermet and colleagues found that specific knockdown of *Bmal1* in renal tubular cells could lead to elevated blood glucose in diabetic mice by enhancing renal gluconeogenesis [14]. Furthermore, a recently published study conducted by Wang et al. [15] validated that podocyte autophagy is regulated by *Clock*, and deletion of *Clock* in podocytes led to increased podocyte damage and elevated proteinuria in diabetic mice, shedding light on the potential pathogenic significance of the *clock* in diabetic nephropathy.

While studies have begun to explore the dysfunction of core clock genes like *Bmal1* and *Clock* in diabetic nephropathy, the extent to which the circadian system is influenced in diabetic kidney remains unclear. Furthermore, the consequences of circadian disturbance on downstream rhythmic biological functions in the context of diabetic nephropathy are yet to be fully elucidated. Here we performed the RNA sequencing on the renal cortex collected every 4 h across the day from both control and diabetic mice, followed by comprehensive bioinformatic analyses.

## 2 Materials and Methods

### 2.1 Animal Experiments

Ten‐week‐old male C57BLKS/J background m/m and db/db mice were supplied by GemPharmatech Co. Ltd. (Nanjing, China). Mice were accommodated in the Laboratory Animal Center of Henan Province with a 12‐h light/12‐h dark cycle (light on at 8:00 AM was specified as zeitgeber time (ZT) 0 and light off at 8:00 PM was defined as ZT12). They had unrestricted access to food and water. Blood glucose was measured on tail‐vein blood samples using a glucose analyzer (Accu‐check Performa; Roche, Basel, Switzerland). Mice were euthanized at 21 weeks of age by cervical dislocation starting at ZT0 with 4‐h intervals for 24 h. Kidney tissues were harvested every 4 h, rapidly frozen in liquid nitrogen, and then stored at −80°C. All manipulations during the night were performed under a 15‐W red light. This study was approved by the Animal Ethics Committee of the First Affiliated Hospital of Zhengzhou University (approval No. ZZU‐LAC20210604[09]).

### 2.2 RNA Isolation and Library Preparation

At ZT8, the control group mice had three biological replicates, while all other ZTs for both the control and diabetic groups included four replicates. The RNA isolation and library preparation were handled by OE Biotech Co. Ltd. (Shanghai, China). The mirVana miRNA Isolation Kit (Catalog No. AM1561; Thermo Fisher Scientific, Massachusetts, USA) was utilized to extract total RNA, following the protocol provided by the manufacturer. The integrity of the RNA was assessed with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Only samples with RNA integrity number ≥ 7 were advanced for further analyses. RNA concentrations were determined using the NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, MA, USA). Library construction was performed with the TruSeq Stranded mRNA LTSample Prep Kit (Illumina, San Diego, CA, USA).

### 2.3 RNA Sequencing

OE Biotech Co. Ltd. (Shanghai, China) conducted the transcriptome profiling and analyses. In brief, the libraries were processed and sequenced with the Illumina sequencing system. The raw sequencing data were processed using Trimmomatic to remove low‐quality reads and those containing ploy‐N sequences, resulting in clean reads. The fragments per kilobase million (FPKM) value of each gene was calculated using cufflinks, and the read count of each gene was obtained by htseq‐count. The raw and normalized transcriptome data in this work were submitted to NCBI, which can be accessed at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE283571.

### 2.4 Circadian Rhythm Analysis

The rhythmicity of transcriptome genes in both control and diabetic mice was analyzed using JTK_CYCLE [16] (MetaCycle package in R), with the Benjamini‐Hochberg correction applied to adjust for multiple comparisons and control the false discovery rate. A threshold of *p*‐value < 0.01 was established as the criterion for determining rhythmicity. The relative amplitude was calculated as the ratio between amplitude and baseline of the cosine fit. The phase was defined as the time of the peaking rhythm. Both relative amplitude and phase were analyzed by JTK_CYCLE. For comparative analysis of circadian parameters of core clock genes between the two groups, Cosinor analysis was employed utilizing an online tool (https://cosinor.online/app/cosinor.php).

### 2.5 Bioinformatics Analyses

Genes were categorized into four distinct datasets according to the changes in their rhythmic patterns between control and diabetic mice: (1) genes that exhibited rhythmicity in both groups, (2) genes that were rhythmic in control but lost rhythmicity in diabetic mice, (3) genes arrhythmic in control mice but gained rhythmicity in diabetic mice, and (4) genes that were arrhythmic under both conditions. Single‐cell RNA‐seq dataset of diabetic nephropathy (GSE131882) was downloaded from GEO. Core cell populations were annotated using the SingleR R package. The expression scores for distinct rhythmic gene sets were computed using the AddModuleScore in the Seurat R package. We utilized the fuzzy c‐means method within the Mfuzz R package to categorize genes into clusters based on their circadian expression profiles. The Z‐score‐transformed RPKM value for each gene at each time point was used as the input. ClueGO analysis was performed utilizing the Cytoscape ClueGO plug‐in to visualize non‐redundant biological terms linked to large gene clusters, organized into a functional network. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses, along with Weighted Gene Co‐expression Network Analysis (WGCNA), correlation matrix plot, heat map, and different types of bubble plots were conducted using the online tools from OE Cloud Platform (https://cloud.oebiotech.cn/#/home) and Wei Sheng Xin platform (https://www.bioinformatics.com.cn/). Enrichment terms with *p*_adj_ value < 0.05 were considered statistically significant.

### 2.6 Periodic Acid‐Schiff (PAS) Staining

The paraffin embedding and sectioning were carried out by the Laboratory Animal Center of Henan Province. PAS staining was performed following the manufacturer's instructions (BA4114B, BaSO, Zhuhai, China) and evaluated as previously described [17]. Representative histological morphologies of mice were captured under 200× and 400× magnification.

### 2.7 Biochemical Assays

Mice were housed in a 24‐h metabolic chamber for urine collection, and urinary albumin concentrations were determined by a mouse albumin ELISA kit (Bethyl Laboratories, Montgomery, TX, USA). Additionally, urinary creatinine levels were quantified by a Creatinine Assay Kit (DICT‐500; BioAssay Systems, CA, USA). The ratio of urinary albumin to creatinine was calculated to correct the difference in urine volume and expressed in units of micrograms per milligram. Plasma levels of triglycerides and total cholesterol, as well as renal triglyceride levels, were measured using commercial assay kits (A110‐1‐1 and A111‐1‐1, respectively) from Nanjing Jiancheng Bioengineering Institute (Nanjing, China). Renal triglyceride was extracted by an ultrasonic homogenizer and corrected by the renal protein level.

### 2.8 Statistical Analyses

Data are displayed as mean ± SEM. Student's *t*‐test was used to compare independent continuous variables between two groups. ZT‐dependent circadian gene expression differences between control and diabetic mice were analyzed by two‐way ANOVA followed by Bonferroni multiple comparison correction using GraphPad Prism software version 7 (GraphPad Software Inc., CA, USA). *p* < 0.05 was considered statistically significant.

## 3 Results

### 3.1 The Renal Circadian Profile Is Reprogrammed in Diabetic Nephropathy

The overall design scheme is displayed in Figure 1A. 

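RNA from the renal cortex of 47 male mice aged 21 weeks was sequenced, with 1 library per mouse. The 23 control (m/m) and 24 diabetic (db/db) mice were sampled at ZT0, 4, 8, 12, 16 and 20, with 4 mice per group and ZT except 3 control mice at ZT8. Diabetic mice of this strain carry the db mutation of the leptin receptor gene Lepr, which averaged 0.441 ± 0.192 FPKM (SD, n = 23) in control and 0.557 ± 0.279 FPKM (SD, n = 24) in diabetic mice. The difference was not significant (two-sided permutation test within ZTs, p = 0.117). The Y-chromosome genes Ddx3y, Uty, Kdm5d and Eif2s3y were expressed in all 47 mice, with the lowest value 1.63 FPKM for Kdm5d in a control mouse.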

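The authors deposited FPKM of 22173 genes, listed by symbol, beside the values of their own rhythm test. The FPKM of each of the 18017 genes above 0 in at least 2 mice were whole multiples of 1 unit per gene and mouse, from which the reads on genes were recovered. They ranged from 29643996 to 34002003 (median 31184607) in control and from 26623737 to 34422638 (median 30593770) in diabetic mice, so depth per mouse lay between 0.859 and 1.11 times the mean depth. Rhythm was tested per genotype with JTK_CYCLE on FPKM, with a period of 24 h, phases every 2 h and p under 0.01. The same code with periods of 20 and 24 h gave the authors' deposited p-value for all 22173 genes in both genotypes. Expression was compared with limma on log2(FPKM + 1) of the 11864 genes with a mean of at least 0.5 FPKM, with 1 mean per genotype and ZT and Benjamini-Hochberg adjustment over genes. Near-identical gene copies share reads, so that values of single members of the Ugt1a cluster and the Cyp4a family are uncertain.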

The db/db mice euthanized at 21 weeks of age developed typical characteristics of type 2 diabetes, including hyperglycemia, hypercholesterolemia, and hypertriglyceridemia (Figure S1A–C). Besides, the levels of urinary albumin creatinine ratio of db/db mice were significantly higher than those of m/m mice (Figure S1D). PAS staining was performed to verify the diabetic renal damage such as glomerular hypertrophy, mesangial matrix expansion, and tubulointerstitial injury (Figure S1E), validating the progression of diabetic nephropathy in db/db mice.

**FIGURE 1:**
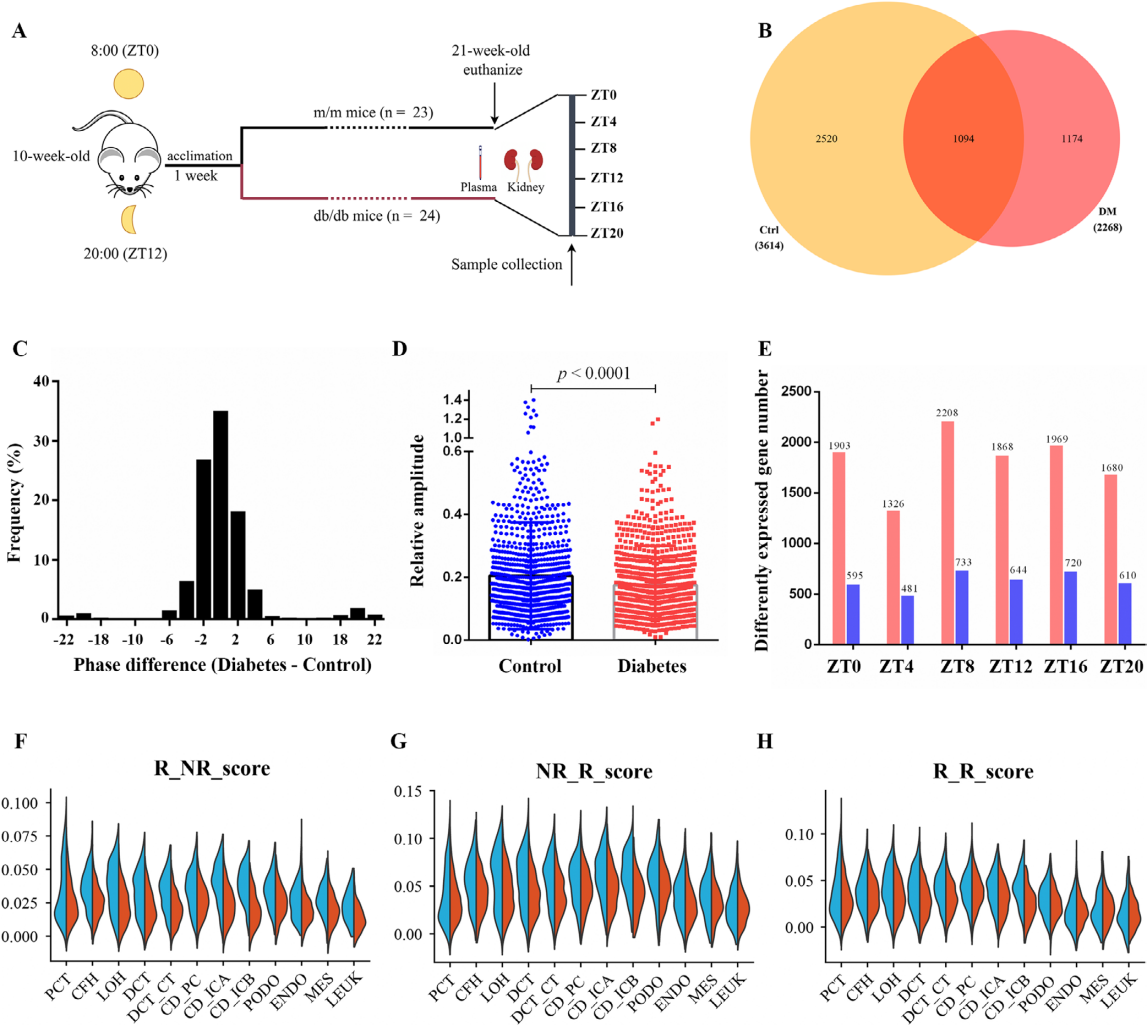
The renal circadian transcription profile alteration in diabetic mice. Overview of the animal experimental design. (B) Venn diagram displaying the number of rhythmic genes identified by JTK_CYCLE in the kidneys of control and diabetic mice. (C) Histogram representing the distribution of phase difference (phase of diabetic minus the phase of control) of the 1094 genes remained rhythmic in both conditions. (D) Relative amplitudes of the 1094 genes remained rhythmic in control and diabetic mice. Data are expressed as mean ± SEM. (E) Differentially expressed genes between diabetes and control across different ZTs. The red bars indicate the upregulated gene number, while the blue bars indicate the downregulated gene number. Violin plots display the expression scores of genes losing (F), gaining (G), or retaining (H) circadian rhythmicity across kidney‐cell clusters in control (blue) and diabetic (red) mice. ZT, zeitgeber time.

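JTK_CYCLE called 3997 of 22173 genes (18.0%) rhythmic in the 23 control mice and 2614 (11.8%) in the 24 diabetic mice. With the ZT labels of the mice permuted, 99 draws gave a median of 57 and at most 676 rhythmic genes in control mice, and a median of 76 and at most 761 in diabetic mice. Leaving out each mouse in turn gave 3498 to 4037 genes in control and 2383 to 2679 in diabetic mice. A threshold of p under 0.05 moved the counts most, to 6137 in control and 4733 in diabetic mice. With 3 mice per ZT in both genotypes, the counts were 3204 and 1619. When the genotypes of the mice were permuted within each ZT, 8 of 100 regroupings, the real one included, gave a difference between the 2 counts as large in either direction. After the mean of each genotype was removed from every gene, 3 of 100 regroupings did so.

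**Figure D1:**
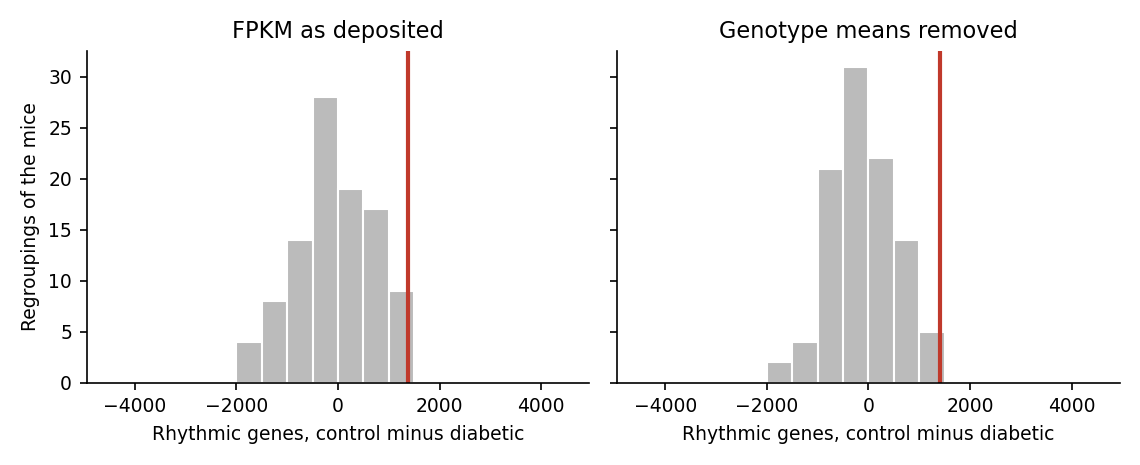
Number of rhythmic genes (JTK_CYCLE, p under 0.01) in control minus diabetic mice in 99 regroupings of genotype within ZT (grey) and in the real grouping (red line). Left, FPKM as deposited; right, after the genotype mean of each gene was removed.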

A total of 3614 genes displayed circadian rhythmicity in the kidney of control mice (16% of the total mRNA), and a total of 2268 rhythmic genes were recognized in diabetic mice (10% of the total mRNA). 30% of the oscillating genes in control mice (1094 out of 3614) maintained rhythmicity, while 70% of the oscillating genes in control mice (2520 out of 3614) lost rhythmicity in diabetic mice. In addition, 1174 genes that were not rhythmic in control mice gained rhythmicity in diabetic kidney (Figure 1B). 

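Of the genes rhythmic in control mice, 1295 (32.4%) were also rhythmic in diabetic mice and 2702 (67.6%) were not. Conversely, 1319 genes were rhythmic in diabetic mice only. Leaving out each mouse in turn gave 2292 to 2800 lost and 1150 to 1440 gained genes. Among the lost genes, 684 (25.3%) had a JTK_CYCLE p under 0.05 and 956 (35.4%) under 0.1 in diabetic mice. The fitted phase of 2042 lost genes (75.6%) lay within 4 h of the control phase. Among genes with a mean of at least 0.5 FPKM, this held for 1872 of 2492 lost genes (75.1%) and 3752 of 7029 genes rhythmic in neither genotype (53.4%). Among the gained genes, 359 (27.2%) had a p under 0.05 in control mice.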

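The difference in rhythm itself was tested in all 47 mice with limma, by the cosine and sine terms of each genotype. In this test 922 of 11864 genes had an adjusted p under 0.05, among them 426 of the 2492 lost genes tested (17.1%), 166 of 1117 gained genes (14.9%), 149 of 1226 genes rhythmic in both genotypes (12.2%) and 181 of 7029 genes rhythmic in neither (2.58%). Adjusted over the list alone, 730 lost and 296 gained genes passed, but the lists were chosen on these mice and these counts are not independent evidence. Without a filter on low FPKM, the total fell to 504 genes, and without control ZT8 replicate 2 to 520. Tmem53 was rhythmic in control mice (exact JTK_CYCLE p = 1.4e-08) and not in diabetic mice (p = 0.092), and its rhythms differed (limma adjusted p = 0.0077). It ranged from 5.92 ± 0.28 FPKM (SD, n = 4) at ZT12 to 13.1 ± 1.7 (n = 4) at ZT0 in control and from 9.88 ± 2.41 (n = 4) at ZT12 to 13.7 ± 1.5 (n = 4) at ZT20 in diabetic mice. Slc46a3 was rhythmic in control mice (exact JTK_CYCLE p = 2.6e-08) and not in diabetic mice (p = 0.186), but a difference between its rhythms was not shown (limma adjusted p = 0.52). Averaged over the ZTs, it fell by 1.18 on the log2 scale (SE 0.05, limma adjusted p = 1.4e-21), with all diabetic mice below all control mice at each of the 6 ZTs. Among gained genes, Snap23 had a p of 0.093 in control and 6.6e-08 in diabetic mice (limma adjusted p for different rhythms = 0.037). Itpr1 had a p of 1 in control and 4.1e-07 in diabetic mice, in which it rose to 65.0 ± 8.5 FPKM (SD, n = 4) at ZT20 (limma adjusted p for different rhythms = 0.012).

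**Figure D2:**
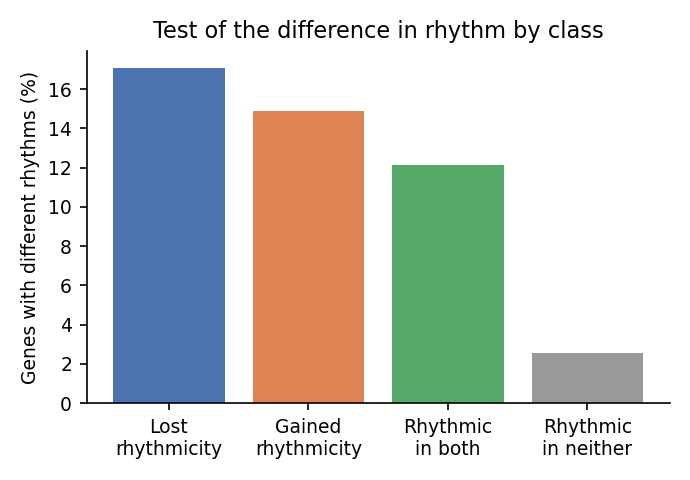
Percent of genes with an adjusted p under 0.05 in the limma test for different rhythms between control and diabetic mice. Bars are genes that lost rhythmicity, gained it, were rhythmic in both genotypes or in neither.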

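JTK_CYCLE gives phases in steps of 2 h. Of the 1295 genes rhythmic in both genotypes, 845 (65.3%, Wilson 95% interval 62.6 to 67.8, genes not being independent) had another phase in diabetic than in control mice, 36.1% earlier and 29.2% later. The difference was 0 h in 450 genes, -2 h in 341 genes and 2 h in 270 genes, so 81.9% of the genes stayed within 2 h. Its mean was -0.187 h, and 65 of 100 regroupings of genotype within ZT gave a mean as far from 0. The share with another phase was moved most by a threshold of p under 0.05, to 70.1%, and was 68.4% with periods of 20, 24 and 28 h. By the acrophase of a cosine fit to log2(FPKM + 1), the 242 genes that peaked near ZT8 in control mice moved most, by -1.30 h on average, and 2 of 100 regroupings gave a shift as large. The means of the other 5 phase bins lay between -0.28 and 0.43 h.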

Regarding the 1094 genes oscillating in both conditions, 65% of genes showed phase advance or phase delay (phase of diabetes—phase of control) (Figure 1C). 

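The relative amplitude, the amplitude of the fitted cosine divided by its baseline, averaged 0.237 ± 0.175 (SD over genes) in control and 0.209 ± 0.145 in diabetic mice over 1295 genes. It was lower in diabetic mice in 64.1% of the genes. Since genes of the same mice are not replicates, the mean difference of -0.0284 was tested by permuting genotype within ZT, and 10 of 100 regroupings gave a difference as large (permutation p = 0.10). The fit with a linear time trend moved it most, to -0.0397 (permutation p = 0.07). Leaving out control ZT4 replicate 1 or replicate 4 gave a permutation p = 0.04, with a mean difference of -0.0353 and -0.0354. Leaving out any other mouse left p at 0.05 or above. These values were set against the regroupings of all 47 mice, in which the genotype mean of each gene was kept.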

Besides, the relative amplitudes of the 1094 genes in diabetic mice declined in diabetic mice compared with the control (0.175 ± 0.003 vs. 0.205 ± 0.005, *p* < 0.0001, Figure 1D). In addition, we found the total differential genes between diabetes and control varied across different ZTs. 

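At ZT0, 3767 genes were higher and 985 lower in diabetic mice (limma, adjusted p under 0.05). The counts were 2352 higher and 714 lower at ZT4, 3946 and 1055 at ZT8, 2931 and 874 at ZT12, 3603 and 1078 at ZT16, and 2837 and 892 at ZT20. The excess of higher genes depended on scaling. Over the 11864 genes tested, the median log2 change in diabetic mice was 0.11 to 0.15 at the 6 ZTs, and 77.6% of the calls were higher. After quantile normalization, which sets this median near 0, 47.1% of the calls were higher. A required change of at least 2-fold moved the totals most, to 315 genes at ZT0, 212 at ZT4, 557 at ZT8, 307 at ZT12, 307 at ZT16 and 299 at ZT20. At each ZT, no other split of its mice into groups of the same sizes gave as many genes (1 of 35 splits, the real one included), although 1 other split at ZT8 gave 4607.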

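In total 5001 genes differed at ZT8, 4752 at ZT0, 4681 at ZT16, 3805 at ZT12, 3729 at ZT20 and 3066 at ZT4. Without diabetic ZT8 replicate 2, ZT8 had 3764 genes, fewer than ZT0 with 4968 and ZT16 with 4851. Leaving out any of the 3 control mice of ZT8 or diabetic ZT8 replicate 3 also left ZT8 with fewer genes than ZT0, from 3949 to 4410. Fitting only the 2 groups compared gave 2206 genes at ZT8 and 4135 at ZT16. With quantile normalization ZT8 had 4208 genes and ZT16 had 3832, and limma-voom on the recovered reads, a setting chosen after the data were seen, gave 3786 and 3845. The spread within groups was widest in diabetic mice at ZT8, where the median SD of log2(FPKM + 1) was 0.179, against 0.097 to 0.153 in the other 11 groups.

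**Figure D3:**
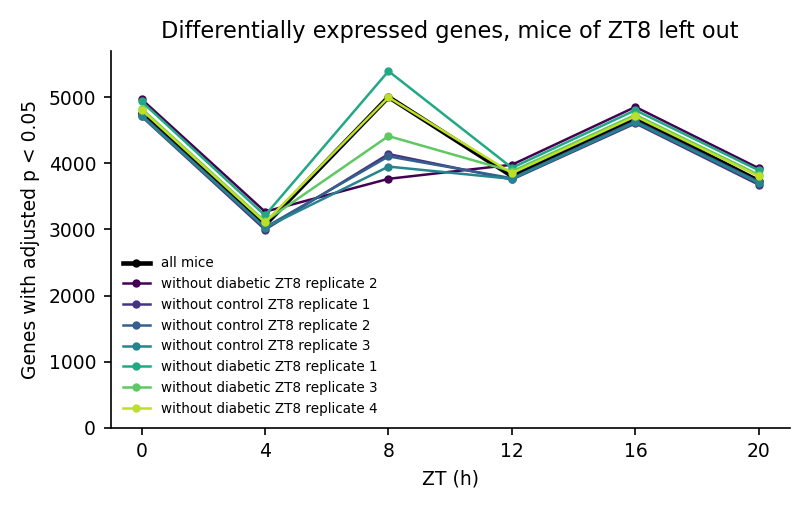
Genes with a limma adjusted p under 0.05 between diabetic and control mice at each ZT. Lines show the fit to all 47 mice and the fits that each left out 1 mouse of ZT8.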

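Of the genes that rose most at ZT8, Cyp4a14 went from 2.41 ± 0.68 FPKM (SD, n = 3) in control to 329.9 ± 92.6 (n = 4) in diabetic mice (log2 change 6.58, SE 0.43, limma adjusted p = 1.6e-14), and Ugt1a2 from 0.0501 ± 0.0690 to 91.4 ± 17.5 FPKM. S100a8 was 0.193 ± 0.205 FPKM in control and 185 ± 306 in diabetic mice, of which replicate 2 alone had 639.9. Of the genes that fell most, Slco1a1 went from 177 ± 40 to 0.756 ± 1.178 FPKM (log2 change -6.83, SE 0.70, limma adjusted p = 1.0e-09), Slc22a7 from 76.7 ± 24.6 to 0.770 ± 0.718 and Acsm3 from 332.8 ± 65.3 to 14.9 ± 7.5. For all 6 genes no diabetic mouse of ZT8 overlapped a control mouse. Averaged over the ZTs, the log2 changes were 6.18 for Cyp4a14, 5.76 for Ugt1a2, 2.06 for S100a8, -6.07 for Slco1a1, -5.04 for Slc22a7 and -3.94 for Acsm3. From the rhythmic genes, their phases and amplitudes and the differences across ZTs, the paper concludes that the circadian profile of the kidney is reprogrammed.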

Notably, the disparity was most pronounced at ZT8 (Figure 1E). The above results indicate that the renal circadian profile is reprogrammed in diabetic nephropathy. To identify the renal cellular source of the diabetes‐reprogrammed circadian signature, we interrogated the publicly available single‐cell RNA‐seq dataset of diabetic nephropathy (GSE131882). Expression scores for gene sets that lose, gain, or retain circadian rhythmicity were calculated in each kidney‐cell cluster. We found the tubular cells exhibited higher expression scores than the glomerular cells, indicating that the reprogrammed circadian profile originates predominantly from tubular cells under diabetic conditions (Figure 1F–H).

### 3.2 The Circadian Patterns of Renal Core Clock Genes Are Disturbed in Diabetic Nephropathy

To examine whether the differential renal circadian expression profile between control and diabetic mice was attributed to the intra‐renal circadian clock, we next analyzed the core clock regulatory network. As shown in Figure 2, *Bmal1*, *Cry1*, *Cry2*, *Per1*, *Per2*, *Per3*, *Nr1d1*, *Nr1d2*, *Dec1*, and *Dec2* showed strong oscillation both in diabetic and control mice, while *Clock* gained and *Hlf* lost rhythmicity in diabetes. 

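Bmal1, Dec1 and Dec2 are listed in the deposited table as Arntl, Bhlhe40 and Bhlhe41. By JTK_CYCLE at 24 h, 9 of the 12 clock genes had a p under 0.01 in both genotypes, with p in diabetic mice from 2.4e-08 for Per3 to 0.0084 for Bhlhe41. Bhlhe41 was called rhythmic in diabetic mice in 29 of the 47 fits that each left out 1 mouse. The 23 fits without a control mouse could not change this call, and most fits without a diabetic mouse lost it. The p of Bhlhe41 in diabetic mice was 0.050 after quantile normalization and 0.015 with equal upper quartiles. The control and diabetic p were 1.3e-07 and 0.042 for Per1, 2.1e-09 and 0.030 for Hlf, and 0.147 and 1.7e-07 for Clock. Per1 and Hlf were not called rhythmic in diabetic mice in any of the 24 fits without 1 diabetic mouse. Clock was not called in control mice in any of the 23 fits without 1 control mouse. With periods of 20 and 24 h the p of Per1 in diabetic mice was 0.013. Hlf passed in diabetic mice with periods of 20, 24 and 28 h (exact JTK_CYCLE p = 0.0089) and by the cosinor F test on 24 mice (p = 0.0078). A difference in rhythm between genotypes was not shown for Clock (limma adjusted p = 0.27), Per1 (0.25) or Hlf (0.084). It was shown for Arntl (limma adjusted p = 0.0025), Nr1d2 (0.0067), Per3 (0.0075), Nr1d1 (0.011) and Per2 (0.019). Clock ranged from 5.42 ± 0.85 FPKM (SD, n = 3) at ZT8 to 9.30 ± 2.29 (n = 4) at ZT20 in control and from 5.89 ± 1.03 (n = 4) to 11.1 ± 1.0 (n = 4) at the same ZTs in diabetic mice.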

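Mesor (the mean level of the curve), amplitude and acrophase (the time of its peak) of the 12 clock genes were compared by a 24-h cosinor fit to FPKM, with two-sided permutations of genotype within ZT and Benjamini-Hochberg adjustment over the 36 tests. The acrophase of Arntl moved by -2.10 h, to 20.0 h in diabetic mice (permutation p = 0.00017, adjusted p = 0.0011), and that of Nr1d2 from 9.27 to 6.83 h (-2.44 h, permutation p = 3.0e-05, adjusted p = 0.00027). Nr1d1 moved by -1.98 h (adjusted p = 0.0066), Per3 by -1.84 h (0.0072) and Bhlhe40 by -2.54 h (0.046). The call for Bhlhe40 was lost in 26 of the 47 fits that each left out 1 mouse. Among the 7 other genes, whose differences ran from -2.25 h in Bhlhe41 to 1.47 h in Hlf, no adjusted p was under 0.05. The series setting moved the count of differences most. In it, mice with the same replicate number form a series, 3 in control and 4 in diabetic mice, and the exact permutation test gave none of 36 after adjustment, 9 before it, and a smallest p of 0.0286.

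**Figure D4:**
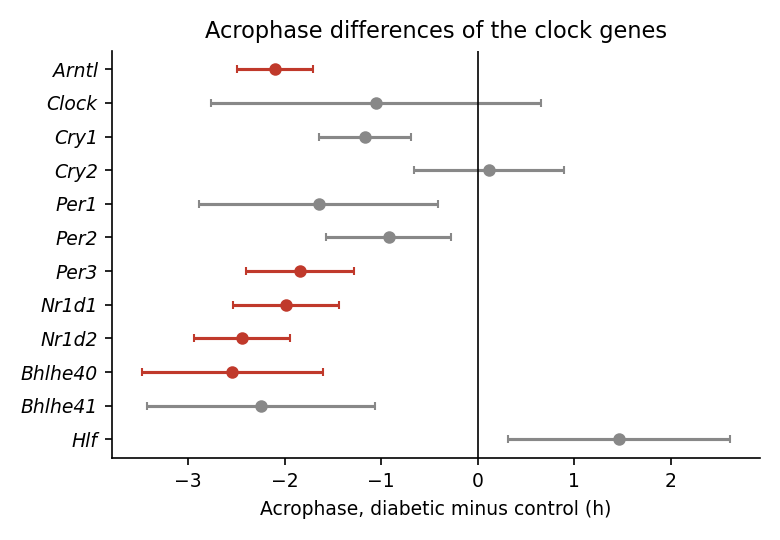
Acrophase in diabetic minus control mice in hours for the 12 clock genes, from 24-h cosinor fits to FPKM. Bars are the SE of the difference, and red marks an adjusted p under 0.05 in the permutation test.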

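The internal clock time of each mouse was read from 13 clock genes as the time at which the 24-h curves of the control mice came closest to its expression. Relative to ZT it was 0.05 ± 0.92 h (SD, n = 23) in control and 1.80 ± 1.55 h (SD, n = 24) in diabetic mice. Averaged over the ZTs, diabetic mice were 1.74 h ahead (two-sided permutation test within ZTs, p = 2.0e-05). The offset was below 0 in 3 of 24 diabetic and 10 of 23 control mice.

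**Figure D5:**
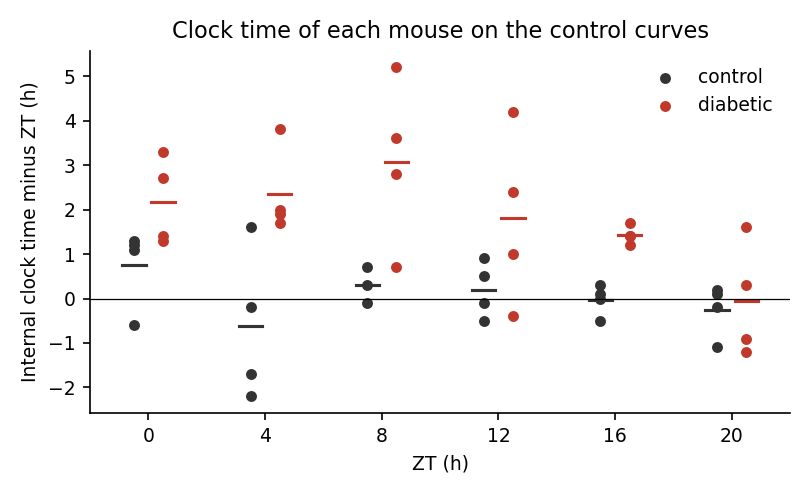
Internal clock time minus ZT in hours, read on the curves of the control mice, for each control (black) and diabetic (red) mouse. Bars are group means.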

Cosinor analysis revealed phase advancement of *Bmal1*, *Per3*, *Nr1d1*, *Nr1d2*, and *Dec1* in diabetic mice. Additionally, the mesor of *Bmal1*, *Cry1*, *Cry2*, *Per1*, *Dec1*, and *Dec2* was significantly elevated in diabetic mice, whereas the amplitude of *Nr1d2* was markedly reduced (Table S1). Moreover, several clock genes (*Bmal1*, *Cry1*, *Cry2*, *Per1*, *Per3*, *Nr1d1*, *Nr1d2*, *Dec1*, *Dec2*, and *Hlf*) exhibited differential expressions at one or more ZTs.

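The mesor was higher in diabetic mice for 6 genes (permutation test, adjusted p under 0.05). Cry2 went from 4.92 ± 0.10 FPKM (SE, n = 23) to 7.04 ± 0.27 (SE, n = 24) and Per1 from 2.08 ± 0.11 to 4.45 ± 0.33 (adjusted p = 0.00018 for both). The difference was 0.549 FPKM for Bhlhe41 (adjusted p = 0.00027), 5.31 for Hlf (0.0011), 0.854 for Cry1 (0.013) and 7.57 for Bhlhe40 (0.016). For Arntl it was 0.234 FPKM (adjusted p = 0.080). After quantile normalization, a setting chosen after the data were seen, it turned to -0.012 FPKM for Arntl, and Cry1 (adjusted p = 0.33) and Bhlhe40 (0.070) did not pass. The amplitude of Nr1d2 went from 15.2 to 11.2 FPKM (difference -3.94, adjusted p = 0.090). The amplitude of Per2 went from 6.94 to 4.76 FPKM (difference -2.18, adjusted p = 0.046), a call lost in 23 of the 47 fits without 1 mouse.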

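Of the 72 pairs of clock gene and ZT, 30 differed between genotypes (limma, adjusted p under 0.05), 25 higher and 5 lower in diabetic mice. All 12 genes, Clock and Per2 included, differed at 1 ZT at least. Adjusted over the list alone the count was also 30, but the study chose the genes on these mice, so it is not independent evidence. After quantile normalization 19 pairs differed, 13 higher and 6 lower. Per1 was higher at 5 ZTs, most at ZT4 with 1.25 ± 0.29 FPKM (SD, n = 4) in control and 4.6 ± 2.3 (n = 4) in diabetic mice (log2 change 1.23, SE 0.23, limma adjusted p = 0.00015). Cry1 rose at ZT8 from 0.434 ± 0.033 (n = 3) to 2.67 ± 1.38 FPKM (n = 4, log2 change 1.27, limma adjusted p = 1.1e-05), and Arntl at ZT16 from 0.769 ± 0.052 (n = 4) to 1.85 ± 0.22 (n = 4, log2 change 0.69, limma adjusted p = 5.9e-05). Nr1d2 fell at ZT16 from 15.3 ± 1.6 (n = 4) to 7.71 ± 1.03 FPKM (n = 4, log2 change -0.91, limma adjusted p = 0.0018). In each of these comparisons all diabetic mice lay outside the range of the control mice. Clock differed at ZT0 only (log2 change 0.39, limma adjusted p = 0.031), where the ranges overlapped.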

**FIGURE 2:**
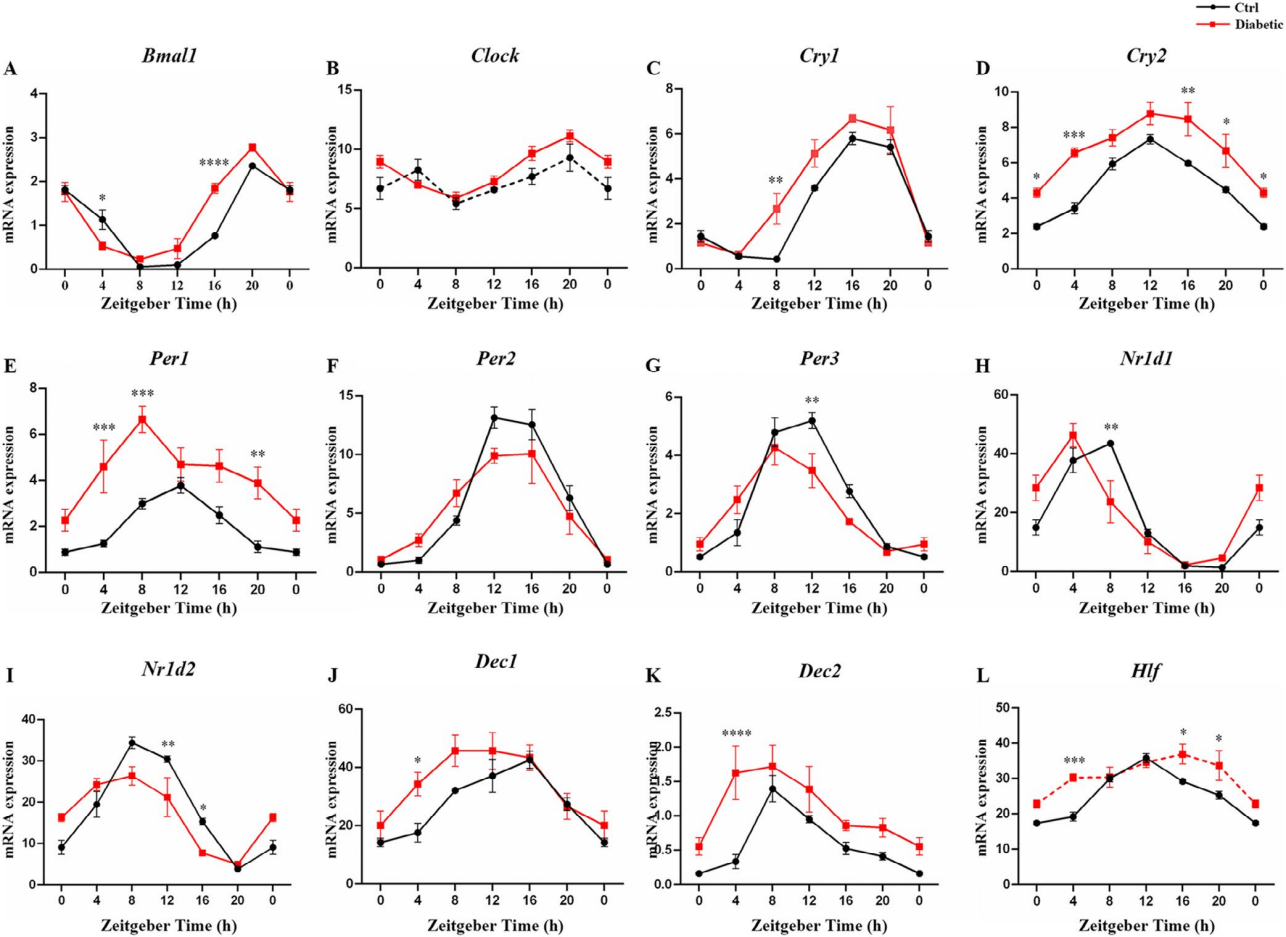
The circadian patterns of renal core clock genes in diabetic mice. The renal circadian expressions of core clock genes including (A) *Bmal1*, (B) *Clock*, (C) *Cry1*, (D) *Cry2*, (E) *Per1*, (F) *Per2*, (G) *Per3*, (H) *Nr1d1*, (I) *Nr1d2*, (J) *Dec1*, (K) *Dec2* and (L) *Hlf* in control (black line) and diabetic (red line) mice during 24 h. The solid line denotes rhythmic oscillation, while the dotted line represents arrhythmic. Data are mean ± SEM. Two‐way ANOVA with Bonferroni multiple comparison correction was performed, and *p*‐value < 0.05 was considered significant. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

### 3.3 The Circadian of Protein Homeostasis and Glycolipid Metabolism Is Disrupted in Diabetic Nephropathy

We then focused on genes that lost rhythmicity in diabetic mice. To differentiate distinct oscillatory patterns and gain insights into the function of genes with similar rhythmic profiles, Mfuzz and GO analyses were performed. Then, ClueGO analysis was used to visualize the connections between GO terms. 

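Fuzzy c-means clustering into 4 groups was run on the mean FPKM per ZT in control mice of the 2702 genes that lost rhythmicity, scaled per gene. The clusters held 989 genes with their peak at ZT0 and trough at ZT12, 819 with their peak at ZT8 and trough at ZT16, 461 with their peak at ZT20 and trough at ZT8, and 433 with their peak at ZT12 and trough at ZT0. Lists from an adjusted p under 0.05 moved the largest cluster most among the other methods, to 1022 genes, and k-means gave 996. With each mouse left out in turn, the largest cluster had its peak at ZT0 and trough at ZT12 in 36 of 47 fits, with 793 to 1020 genes, and another peak or trough in 11 of 47 fits, with 694 (without control ZT16 replicate 3) to 887 genes.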

Based on the preliminary analysis, the genes were grouped into four clusters, each representing a unique circadian pattern. Genes in Cluster 1 reached the nadir around ZT12 (Figure 3A). 

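Families of genes were defined by symbol and tested with Fisher's exact test, two-sided, against the other genes among the 11864 with a mean of at least 0.5 FPKM, 2492 of which (21.0%) had lost rhythmicity. Of 37 proteasome subunits, 16 (43.2%) had lost rhythmicity (odds ratio 2.88, adjusted p = 0.0097 over 19 families), 13 of them in the cluster with its trough at ZT12. The adjusted p was 0.35 without control ZT0 replicate 4, with 10 of 37 subunits, and also above 0.05 without control ZT12 replicate 2 (0.11) or replicate 3 (0.22). With FPKM scaled to equal upper quartiles 7 of 37 (18.9%) had lost rhythmicity. Of 81 cytosolic ribosomal proteins, 19 (23.5%) had lost rhythmicity (adjusted p = 0.85), 17 of them in the same cluster. Their share depended on processing, from 3.70% with equal upper quartiles, fewer than the 19.3% of the other genes (adjusted p = 0.00085), to 37.0% without control ZT0 replicate 1. They passed with a higher share in 2 of the 47 fits without 1 mouse, that one (adjusted p = 0.0018) and the fit without control ZT20 replicate 4 (0.030). For GPI anchor synthesis the share was 11 of 30 genes (36.7%, adjusted p = 0.14), and the family passed in 3 of the 47 fits without 1 mouse (adjusted p from 0.032 to 0.049). Of the 47 genes legible in Fig. 3B, 45 had lost rhythmicity and 44 were in this cluster.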

Despite serving diverse functions, these processes are interconnected through roles in protein synthesis, modification, degradation, and cellular signal transduction (Figure 3B). The circadian pattern of Cluster 2 is characterized by a gradual ascent, reaching its zenith in the midst of the resting phase, followed by a descent to its nadir during the latter part of the active phase (Figure 3C). 

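Of 29 autophagy genes, 10 (34.5%) had lost rhythmicity, against 21.0% of the other genes (Fisher's exact test, p = 0.105, adjusted p = 0.26). Among these 10 genes, 8 were in the cluster with its peak at ZT8. Of the 29 genes legible in Fig. 3D, 25 had lost rhythmicity and 23 were in this cluster.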

Genes in Cluster 2 were primarily associated with various stages and regulatory mechanisms of autophagy (Figure 3D). 

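Of 33 genes of ER-associated degradation and the unfolded protein response, 18 (54.5%) had lost rhythmicity (odds ratio 4.54, Fisher's exact test, adjusted p = 0.00022), and 17 of the 18 were in the cluster with its peak at ZT20 and trough at ZT8. Leaving out each mouse in turn gave shares of 42.4 to 57.6% and an adjusted p of at most 0.019. After quantile normalization 13 of 33 (39.4%) had lost rhythmicity (adjusted p = 0.11). For HSP70, HSP90, HSP40 and small heat shock proteins the share was 21 of 63 (33.3%, adjusted p = 0.076), and the family passed in 14 of the 47 fits without 1 mouse (adjusted p from 0.015 without control ZT0 replicate 4 to 0.049). Of the 39 genes legible in the plot of this cluster's functions (Fig. 3F), 37 had lost rhythmicity and all 37 were in this cluster.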

Cluster 3 exhibited opposite circadian patterns compared to Cluster 2 (Figure 3E), and the genes in Cluster 3 were mainly engaged in unfolded protein response and the ERAD pathway, which are critical for ensuring proper protein folding and endoplasmic reticulum homeostasis. 

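Of 69 splicing factors, 15 (21.7%) had lost rhythmicity, 5 of them in the cluster with its peak at ZT20 (Fisher's exact test, adjusted p = 0.93). Of 54 translation initiation factors, 16 (29.6%) had lost rhythmicity, 9 of them in this cluster (adjusted p = 0.28).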

Besides, these biological processes are coupled with mRNA processing and ribonucleoprotein complex assembly, the essential steps for protein synthesis (Figure 3F). 

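The cluster with its peak at ZT12 and trough at ZT0 held 7 of the 10 acyl-CoA synthetases, thioesterases, dehydrogenases and oxidases that had lost rhythmicity, among 53 tested (18.9%, Fisher's exact test, adjusted p = 0.93). Of 34 genes of glycolysis and gluconeogenesis, 10 (29.4%) had lost rhythmicity (adjusted p = 0.49), 1 of them in this cluster. Of the 32 genes legible in Fig. 3H, 29 had lost rhythmicity and 28 were in this cluster.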

Cluster 4 was predominantly related to glycolipid metabolism, including fatty acid catabolic process, acyl‐CoA metabolic process, positive regulation of gluconeogenesis, and glycogen metabolic process (Figure 3G,H). Collectively, these findings suggest that the circadian regulation of protein homeostasis, encompassing both protein synthesis and degradation, along with glycolipid metabolism, is disrupted in diabetic nephropathy.

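Over the 19 families, 4 had an adjusted p under 0.05 among genes that lost rhythmicity (Fisher's exact test). Besides the proteasome and the family of ER-associated degradation, these were solute carriers, with 82 of 261 (31.4%, adjusted p = 0.00050), and zinc finger proteins (Zfp), of which fewer had lost rhythmicity, 29 of 283 (10.2%, adjusted p = 3.5e-05). Quantile normalization left 1 of 19 families, the solute carriers (30.3%, adjusted p = 0.0099). The paper proposes its conclusion from the functions enriched in the clusters, and that enrichment of GO terms was not analysed here.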

**FIGURE 3:**
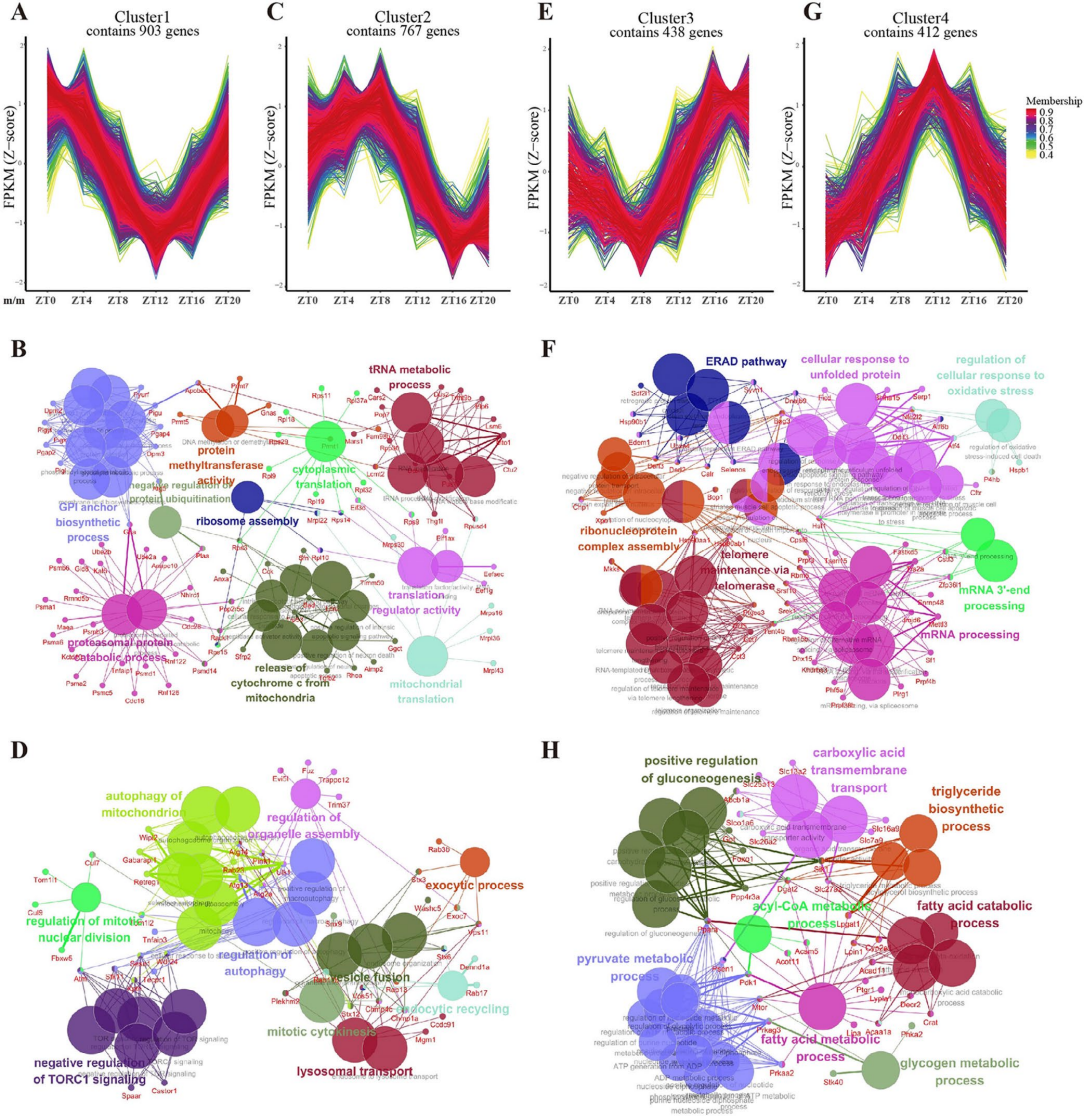
Biological functions of genes with lost rhythmicity in diabetic nephropathy. Cluster 1 plot of the Mfuzz gene clustering analysis for the 2520 genes lost rhythmicity in diabetic nephropathy. Since these genes do not exhibit rhythmicity in the diabetic group, the figure displays only the circadian patterns of genes in control mice. This situation is consistent across the other clusters as well. *x* axis, different ZTs as labeled; *y* axis, the Z‐score‐transformed FPKM values. (B) ClueGO analysis visualizes the connection network among biological functions of Cluster 1 genes. Biological processes that are functionally related are color‐coded identically. The size of each node corresponds to the significance of term enrichment, with only the most significant term's label being displayed per group. Related terms may share similar associated genes. (C) Mfuzz gene clustering analysis plot and (D) ClueGO analysis of Cluster 2 genes lost rhythmicity in diabetic nephropathy. (E) Mfuzz gene clustering analysis plot and (F) ClueGO analysis of Cluster 3 genes lost rhythmicity in diabetic nephropathy. (G) Mfuzz gene clustering analysis plot (H) and ClueGO analysis of Cluster 4 genes lost rhythmicity in diabetic nephropathy.

### 3.4 Gene Expression Regulation, Lipid Metabolism and Protein Transport Acquire Rhythmicity in Diabetic Nephropathy

Then Mfuzz and GO analyses were conducted on genes that gained rhythmicity in diabetic mice. The Cluster 1 genes encompass key biological processes in gene expression, for instance, mRNA processing, translation, and cell cycle regulation (Figure 4A,B). 

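Of the 1319 genes that gained rhythmicity, clusters on the mean FPKM per ZT in diabetic mice held 416 genes (peak at ZT8, trough at ZT16), 342 (peak at ZT8, trough at ZT20), 328 (peak at ZT20, trough at ZT8) and 233 (peak at ZT0, trough at ZT12). With k-means the largest held 540 genes. With each mouse left out in turn, the largest cluster had another peak or trough in 6 of 47 fits. Of 69 splicing factors, 11 (15.9%) had gained rhythmicity, 7 of them in the largest cluster (Fisher's exact test, adjusted p = 0.71). Zinc finger proteins (Zfp) were the only one of 19 families past the threshold, with 49 of 283 (17.3%, against 9.22% of the other genes, odds ratio 2.06, Fisher's exact test, adjusted p = 0.00055). The family did not pass after quantile normalization (6.36%, adjusted p = 0.73), with equal upper quartiles (13.1%, adjusted p = 0.95) or without diabetic ZT0 replicate 3 (0.088), ZT12 replicate 1 (0.089) or ZT12 replicate 4 (0.10).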

The Cluster 2 genes were also similarly involved in the regulation of gene expression, encompassing transcription, RNA processing, and translation. Besides, these genes were also associated with DNA repair and cellular damage response (Figure 4C,D). 

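Among 53 acyl-CoA synthetases, thioesterases, dehydrogenases and oxidases, 5 (9.43%) had gained rhythmicity, 3 of them in the cluster with its peak at ZT20 (Fisher's exact test, adjusted p = 1). Of 48 RAB GTPases, 8 (16.7%) had gained rhythmicity (adjusted p = 0.71), as had 6 of 73 genes of vacuolar protein sorting and sorting nexins (8.22%, adjusted p = 1).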

The Cluster 3 genes were mainly linked to the fatty acid metabolic process and lipid homeostasis (Figure 4E,F), while genes in Cluster 4 were mainly associated with intracellular protein transport (Figure 4G,H).

**FIGURE 4:**
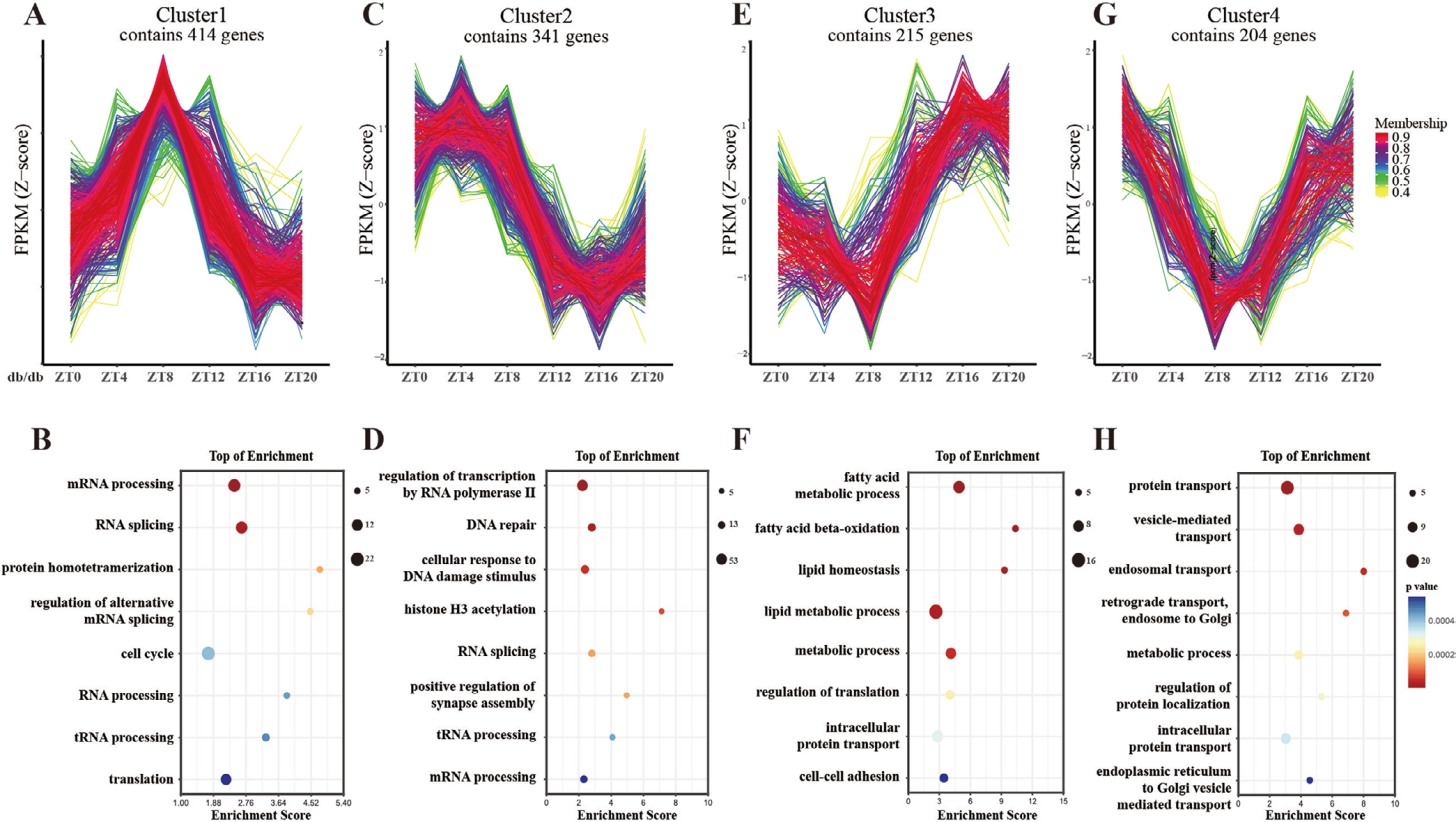
The biological functions of genes acquire rhythmicity in diabetic nephropathy. (A) Cluster 1 plot of the Mfuzz gene clustering analysis for the 1147 genes gain rhythmicity in diabetic nephropathy. Since these genes do not exhibit rhythmicity in the control group, the figure only presents the circadian patterns of genes in diabetic mice. This situation is consistent across the other clusters as well. *x* axis, different ZTs as labeled; *y* axis, the Z‐score‐transformed FPKM values. (B) Top 8 significant biological processes of Cluster 1 genes. (C) Mfuzz gene clustering analysis and (D) top 8 significant enriched biological processes of cluster 2 genes gain rhythmicity in diabetic nephropathy. (E) Mfuzz gene clustering analysis and (F) top 8 significant enriched biological processes of Cluster 3 genes gain rhythmicity in diabetic nephropathy. (G) Mfuzz gene clustering analysis and (H) top 8 significant enriched biological processes of Cluster 4 genes gain rhythmicity in diabetic nephropathy.

### 3.5 Circadian Dysregulation of Lipid Metabolism Is a Prominent Feature in Diabetic Nephropathy

The group of genes that either lose, acquire, or maintain rhythmicity in diabetic mice is collectively referred to as the circadian dysregulation gene set. GO enrichment analysis was performed on this gene set and the top 5 cellular components are illustrated in Figure 5A. The result indicates that the rhythmic disturbance primarily occurs at the nucleus, cytoplasm, cytosol, mitochondrion, and nucleoplasm in diabetic nephropathy. Specifically, the most significant circadian perturbations in the corresponding cellular components primarily involve positive regulation of transcription by RNA polymerase II, cell cycle, regulation of translation, fatty acid metabolic process, and positive regulation of transcription by RNA polymerase II, respectively (Figure 5B). To further identify individuals with dysregulated circadian rhythms that may play a critical role in the pathogenesis of diabetic nephropathy, we next screened for genes within the circadian dysregulation gene set that exhibit differential expression at least at one ZT. 

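Rhythmicity in at least 1 genotype was found for 5316 genes, of which 4835 were tested for expression and 3888 differed between genotypes at 1 ZT or more (limma, adjusted p under 0.05). Of all 11864 genes tested, 9041 differed at 1 ZT or more. With a change of at least 2-fold also required, 288 of the rhythmic genes differed (510 with a pseudocount of 0.1). Of the genes of Table S2, 1243 were tested and 1215 differed at 1 ZT or more (1162 after quantile normalization, 267 with a change of at least 2-fold). The rhythm class given there, lost, gained or rhythmic in both, was also the class found here for 1331 of its genes (89.3%), and 61 were rhythmic in neither genotype here.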

A total of 1490 genes were identified (Table S2). In terms of GO enrichment analysis, they were mainly enriched in lipid metabolic process, protein folding, fatty acid metabolic process, transmembrane transport, and circadian rhythm (Figure 5C). As for KEGG analysis, significant enrichment was observed in pivotal pathways such as the AMPK signaling pathway and the PPAR signaling pathway (Figure 5D), crucial for fatty acid metabolism regulation. Seventy genes associated with the fatty acid metabolic process were extracted from the pool of 1490 genes using the MSigDB (MM4790) (Figure 5E). These results suggest that circadian dysregulation of fatty acid metabolism might be a key pathogenic feature in diabetic nephropathy. 

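Of the genes of Fig. 5E, 69 were legible and 67 were tested. Averaged over the ZTs, 40 were higher and 22 lower in diabetic mice (limma, adjusted p under 0.05), and 40 were also higher when adjusted over the list alone, which is not independent evidence since the study chose the genes on these mice. After quantile normalization 36 were higher and 24 lower. The median log2 change of the list was 0.38, against 0.13 for all genes tested, and lay above that of all 10000 random lists of the same size (95% range 0.06 to 0.17). The list was drawn from genes that differ between genotypes, which the random lists were not. By rhythm class 36 had lost rhythmicity, 11 had gained it, 15 were rhythmic in both genotypes and 5 in neither. The rhythms of 12 of the lost and 4 of the gained genes differed between genotypes (limma, adjusted p under 0.05). So did those of 7 of the 15 genes rhythmic in both genotypes and 0 of the 5 in neither. The enrichment of GO and KEGG terms, from which the paper also draws this proposal, was not analysed here.

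**Figure D6:**
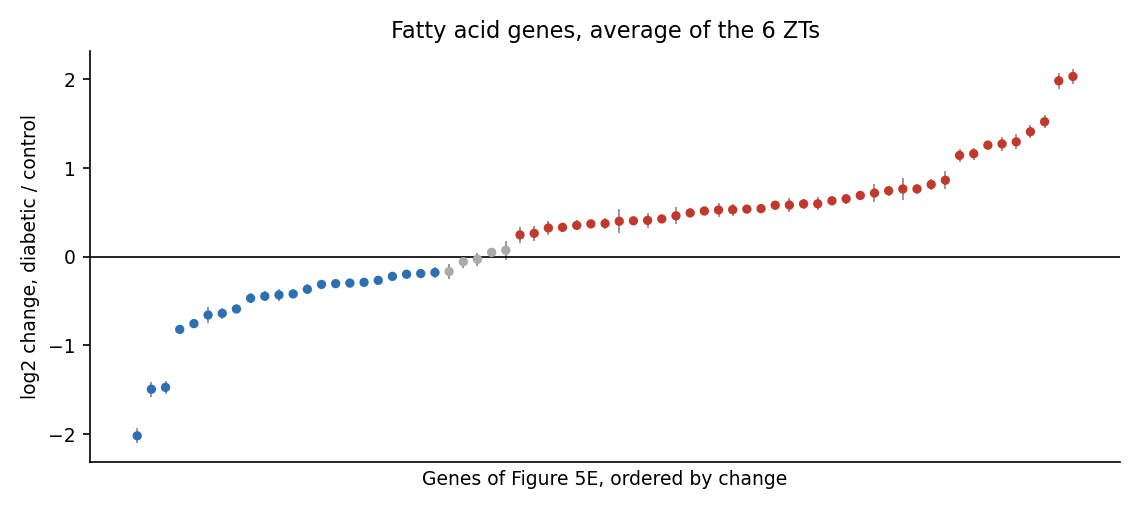
Log2 change in diabetic against control mice, averaged over the 6 ZTs, of the genes of Fig. 5E, with the SE. Red is higher and blue lower with a limma adjusted p under 0.05, and grey is neither.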

Then our attention focused on investigating the circadian dysregulation of fatty acid metabolism.

**FIGURE 5:**
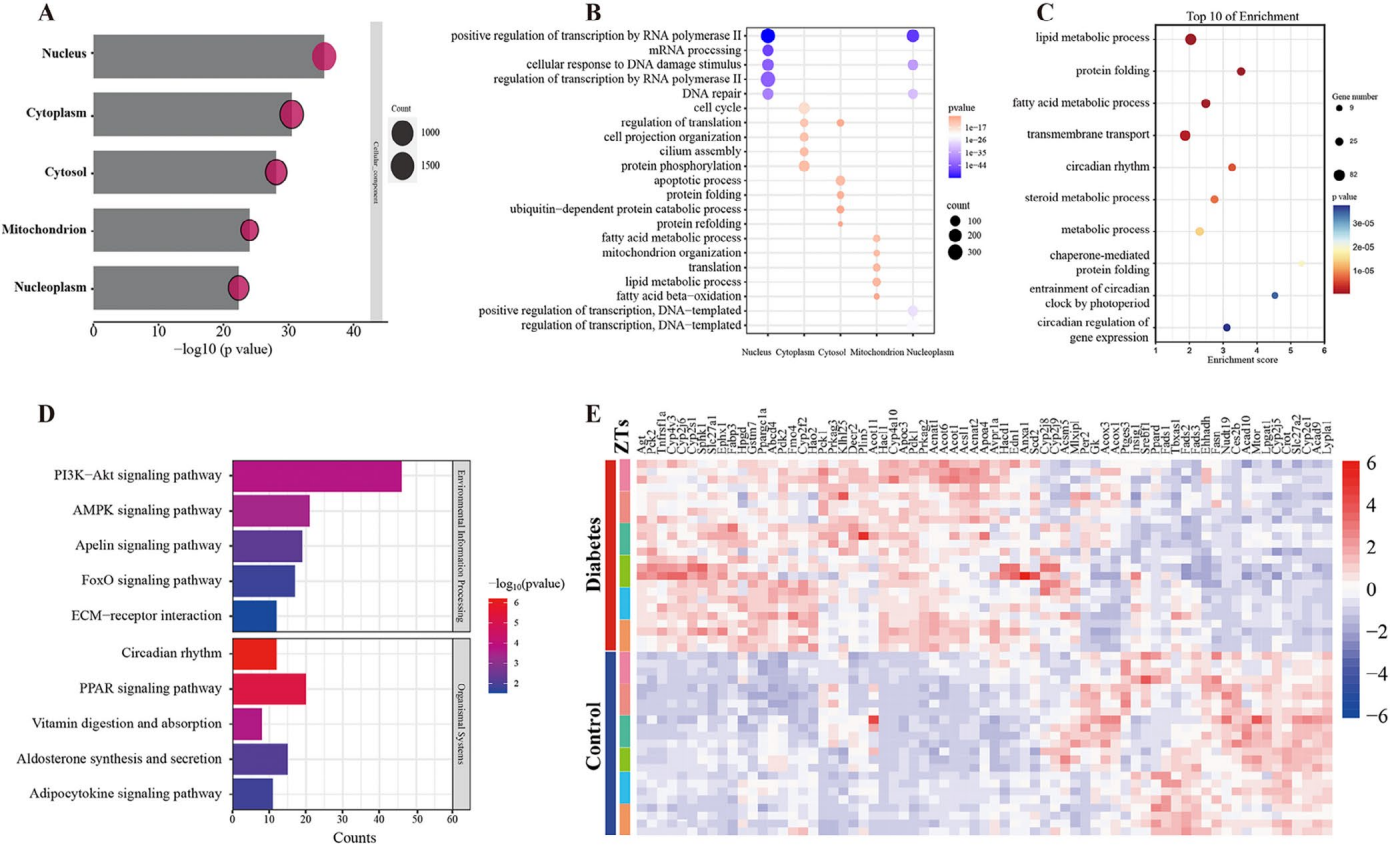
Circadian dysregulation of lipid metabolism is a prominent feature in the pathogenesis of diabetic nephropathy. The bar plot displays the top 5 cellular components by GO enrichment analysis performed on the circadian‐dysregulation gene set. (B) The categorized GO bubble plot shows the top 5 enriched biological processes in the corresponding cellular components, respectively. (C) GO bubble plot illustrates the top 10 biological processes enriched among genes exhibiting differential expression of at least one ZT in the circadian dysregulation gene set. (D) The KEGG bar plot demonstrates the top 10 KEGG pathways enriched among genes exhibiting differential expression at least at one ZT in the circadian dysregulation gene set. (E) Heatmap exhibits the fatty acid metabolic process related genes. ZT, zeitgeber time.

### 3.6 The Implications of Circadian Dysregulation in Core Clock Genes and the PPAR Signaling Pathway on Fatty Acid Metabolism in Diabetic Nephropathy

We conducted a detailed analysis to explore the potential regulatory relationship of fatty acid metabolism in diabetic nephropathy from the perspective of circadian. Time‐series levels of renal triglyceride were measured in both control and diabetic mice. In the control mice, the renal triglyceride levels exhibited oscillations throughout the day, peaking around ZT12. Compared with control mice, the diabetic mice showed elevated levels of renal triglycerides with distinct diurnal variations, with a peak at ZT16 (Figure 6A). Then, WGCNA was conducted on the circadian dysregulation gene set, aiming to identify pathways co‐expressed with renal triglycerides in different ZTs (Figure 6B). The analysis revealed that the MEblue‐module was enriched for genes involved in circadian rhythm and the PPAR signaling pathway (Figure 6C), suggesting the circadian dysregulation of renal triglyceride is functionally linked to the core clock genes and the PPAR signaling pathway in diabetic nephropathy. Subsequent co‐expression analysis further confirmed a correlation between the circadian expression of the genes linked to fatty acid metabolism and those associated with PPAR signaling pathways (Figure 6D). Additionally, several key genes involved in the PPAR signaling pathway and fatty acid beta‐oxidation, including *Ppard*, *Acsl1*, *Acox1*, and *Ehhadh*, showed similar circadian patterns in diabetic nephropathy (Figure 6E–H). These findings highlight the potential link between the circadian perturbation of core clock genes and the PPAR signaling pathway on fatty acid metabolism in diabetic nephropathy.

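Correlations were computed across the 24 diabetic mice for the 355 distinct pairs of row and column genes of Fig. 6D. By Pearson's r on FPKM, 67 pairs had an adjusted p under 0.05 (two-sided permutation test, 118 before adjustment), 52 positive and 15 negative, and by Spearman's rho 54. The median r of the pairs was 0.06, and 57.4% of 1000 random pairs of gene lists of the same sizes had a lower median. All genes share the time of day, so the same was computed on deviations from the mean of each ZT, where 23 pairs passed (81 before adjustment). Their median r was 0.11, and 95.5% of the random pairs of lists had a lower median. In the 23 control mice 146 pairs passed, and none did on their deviations from the ZT means (41 before adjustment), a setting chosen after the data were seen. Without diabetic ZT20 replicate 3 the count was 44.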

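Acsl1 was higher in diabetic mice at all 6 ZTs, most at ZT16 with 25.4 ± 2.3 FPKM (SD, n = 4) in control and 84.8 ± 10.5 (n = 4) in diabetic mice (log2 change 1.69, SE 0.17, limma adjusted p = 4.8e-10). Ppard was lower at 3 ZTs, most at ZT0 with 25.1 ± 5.7 FPKM (n = 4) in control and 7.50 ± 1.86 (n = 4) in diabetic mice (log2 change -1.62, SE 0.22, limma adjusted p = 4.0e-07). Ehhadh was lower at 4 ZTs, most at ZT8, from 291.1 ± 3.4 (n = 3) to 198.9 ± 6.4 FPKM (n = 4, log2 change -0.55, limma adjusted p = 4.7e-05). In these 3 comparisons no diabetic mouse overlapped a control mouse. For these 3 genes 13 of 18 pairs of gene and ZT differed, and 13 also adjusted over the list alone, which the study chose on these mice. In diabetic mice the phases by JTK_CYCLE were 22 h for Ppard (exact p = 4.1e-07), 20 h for Acsl1 (p = 3.4e-05) and 22 h for Ehhadh (p = 9.0e-06). In control mice Ppard (exact p = 5.5e-07) and Acsl1 (p = 0.0011) were rhythmic, both with phase 0 h, and Ehhadh (p = 0.019) was not. All 3 genes had different rhythms in the genotypes (limma adjusted p = 0.00081, 0.0087 and 0.048).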

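Across the 24 diabetic mice all 3 pairs of these genes were positively correlated. Pearson's r was 0.79 for Acsl1 and Ehhadh (permutation p = 1e-05, the smallest the permutations can give, adjusted p = 3.0e-05 over the 3 pairs, Spearman's rho 0.77, p = 1e-05, r without the 2 farthest mice 0.73). For Ppard, r was 0.66 with Acsl1 (p = 0.00027, adjusted p = 0.00040, rho 0.81, p = 2.0e-05, 0.74 without the 2 farthest) and 0.59 with Ehhadh (p = 0.0028, adjusted p = 0.0028, rho 0.69, p = 0.00029, 0.62 without them). The ZTs form groups of 4 mice, and on deviations from the ZT means no pair passed (permutation p from 0.12 to 0.80). There r was 0.45 for Acsl1 and Ehhadh, -0.064 for Ppard and Acsl1 and -0.29 for Ppard and Ehhadh. The relation between mice of the same ZT was therefore not shown. In control mice r was 0.49 for Ppard and Acsl1 (permutation p = 0.018, adjusted p = 0.053) and -0.16 for Ppard and Ehhadh (permutation p = 0.47). From these patterns, the correlations of Fig. 6D and co-expression modules with renal triglycerides, which were not analysed here, the paper proposes a link from the core clock genes and PPAR signaling to fatty acid metabolism in diabetic nephropathy.

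**Figure D7:**
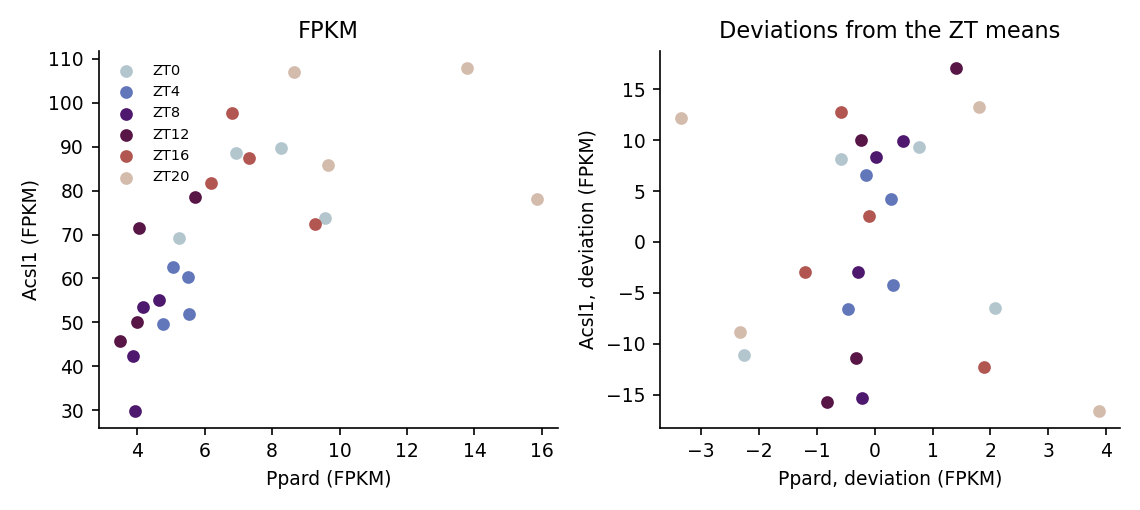
Ppard and Acsl1 in the 24 diabetic mice, coloured by ZT. Left, FPKM; right, deviations from the mean of each ZT.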

**FIGURE 6:**
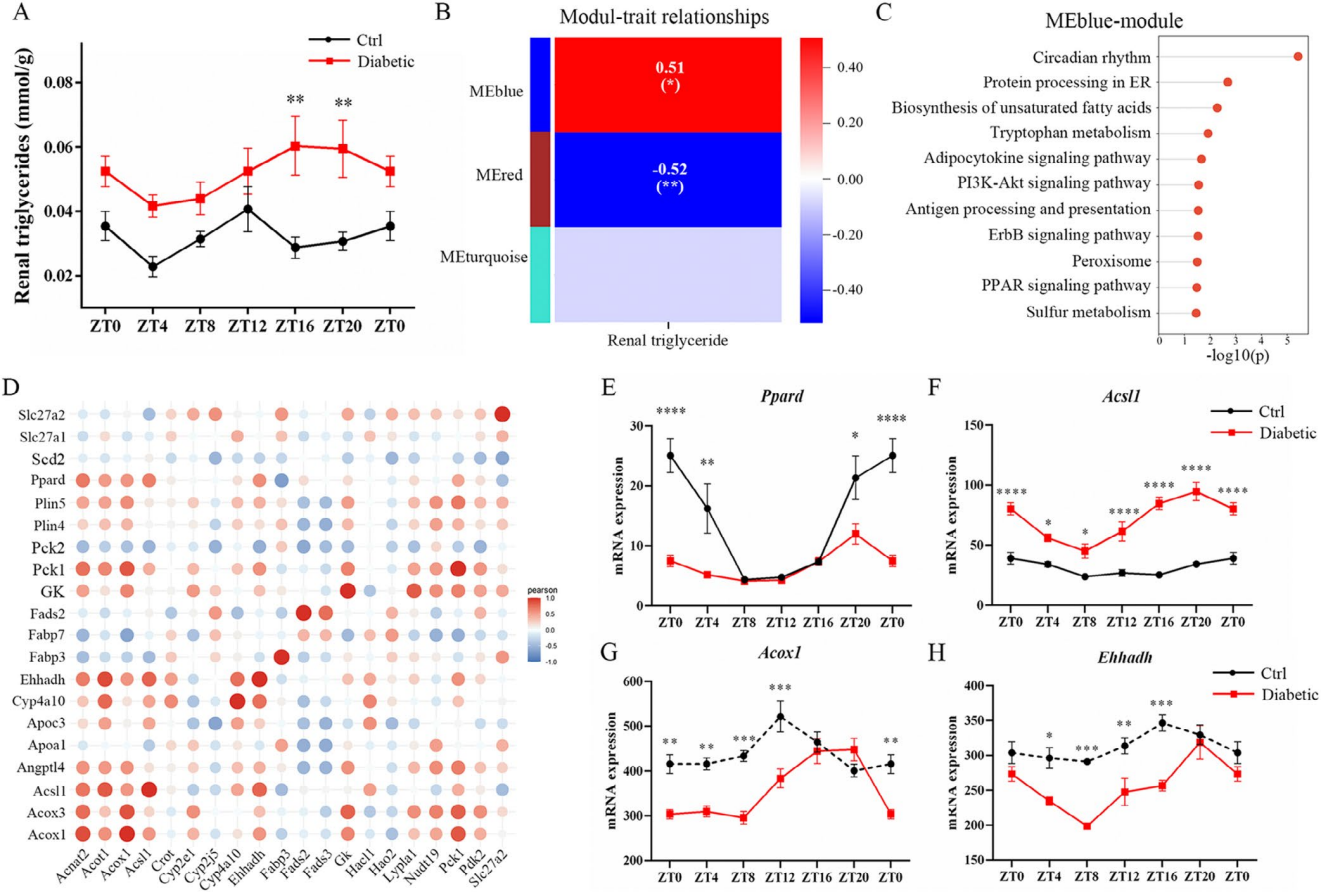
Correlation between core clock genes and PPAR signaling pathway with fatty acid metabolism in diabetic mice. (A) Time‐series levels of renal triglyceride in both control (black line) and diabetic mice (red line). Data are mean ± SEM. Two‐way ANOVA with Bonferroni multiple comparison correction was performed. **p < 0.01; (B) The WGCNA analysis reveals the relationship between module‐trait and renal triglyceride levels in diabetic mice within the circadian dysregulation gene set. Gray module was excluded as they did not belong to any identified co‐expression modules. Each square's top value indicates the correlation coefficient between the module and renal triglyceride, while the bottom value in parentheses represents the corresponding *p*‐value for this correlation. (C) The horizontal lollipop chart displays the KEGG pathways enriched in the MEblue‐module. (D) The correlation matrix plot illustrates the relationship between the PPAR signaling pathway and fatty acid metabolism. Circadian expressions of (E) *Ppard*, (F) *Acsl1*, (G) *Acox1* and (H) *Ehhadh* in control (black line) and diabetic (red line) mice during 24 h. The solid line denotes rhythmic oscillation, while the dotted line represents arrhythmic. Data are mean ± SEM. Two‐way ANOVA with Bonferroni multiple comparison correction was performed and *p* value < 0.05 was considered significant. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

## 4 Discussion

Through analyzing the 24‐h oscillation of the renal transcriptome in both control and diabetic mice, our study revealed several aspects of the role of circadian rhythms in diabetic nephropathy. Firstly, we detected substantial circadian disruption in the kidneys of diabetic mice, characterized by both the gain and loss of rhythmicity, along with alterations in the phase and relative amplitude of genes that retained oscillatory expression. To elucidate the underlying contributors to these distinct circadian patterns in diabetic nephropathy, the circadian expression patterns of renal clock genes were examined. A phase advance in the expression of *Bmal1*, *Per3*, *Nr1d1*, *Nr1d2*, and *Dec1* in diabetic mice was observed. Additionally, key circadian rhythm parameters such as amplitude and mesor of several clock genes were altered, which may lead to changes in the circadian pattern of downstream clock‐controlled genes. Since the circadian rhythm of renal core clock genes was not drastically modified, extra‐renal signals may also contribute to the renal circadian disarrangement observed in diabetic nephropathy. One possible trigger is the feeding pattern change in diabetic mice. In control mice, the food was primarily consumed during the nocturnal phase, while db/db mice ingested food throughout the day, resulting in a higher amount of food intake and the significantly dampened feeding diurnal rhythm [18]. Numerous studies have revealed that feeding is an important synchronizer of metabolic processes in peripheral clocks [19]. For instance, a high‐fat diet in mice disrupted the rhythmic expression of clock‐controlled genes that regulate fuel metabolism in the hypothalamus, liver, and adipose tissue [20]. Besides, other potential triggers like the sleep–wake behavior alteration in db/db mice [21] may also participate in the dampened circadian rhythm in diabetic nephropathy.

Given the remarkable changes in the circadian output of diabetic mice, further analyses were conducted to elucidate the underlying influences. We discovered that in control mice, protein homeostasis and glycolipid metabolism were tightly coupled to circadian cues. However, this temporally integrated manner was disrupted in diabetic nephropathy. The advantages of circadian gene expression in physiology and disease continue to be a compelling area of exploration, with energy conservation being a key theoretical perspective [22]. Wang et al. [23] demonstrated that circadian gene expression serves as a strategic mechanism to optimize and minimize overall cellular energy expenditure. Therefore, circadian disruption of protein homeostasis and glycolipid metabolism may lead to increased energy expenditure and heightened mitochondrial stress in diabetic nephropathy. Additionally, investigators have confirmed that circadian regulation of certain physiological processes is critical for correct functioning. For instance, disrupting the circadian regulation of autophagy through the deletion of *Clock* in podocytes aggravated podocyte damage and enhanced proteinuria in diabetic nephropathy [15]. The regulation of *Clock* on mitochondrial autophagy is required for proper cardiomyocyte function in ischemic stress [24]. Furthermore, the circadian coupling of protein homeostasis and glycolipid metabolism may contribute to the maintenance of nutrient and energy homeostasis critical for normal function. For instance, we observed that the levels of autophagy‐related genes were highest during the late resting phase. This aligns with a previous study that demonstrated a similar diurnal rhythm of autophagy in high‐metabolic‐demand organs, including the liver, heart, muscle, and kidney [25]. Autophagy facilitates the degradation of damaged organelles to recycle essential nutrients, including amino acids, glucose, and fatty acids. Interestingly, the circadian peaks of genes related to gluconeogenesis and fatty acid β‐oxidation are closely coordinated with autophagic activity [26]. Remarkably, an elegant study by Song et al. [27] demonstrated that activating fatty acid β‐oxidation during the resting phase, which aligns with the substrate availability rhythm, improved heart failure in mice. In contrast, this effect was absent when fatty acid β‐oxidation was activated during the active phase. This finding underscores the critical role of temporal precision in metabolic disease interventions and highlights the significance of circadian regulation of autophagy in optimizing nutrient availability for storage or oxidative metabolism. Though additional research is needed to explore the underlying mechanism, our findings offer a novel circadian viewpoint on energy metabolism disorders in diabetic nephropathy.

To identify genes implicated in both circadian disturbance and transcriptional alterations in diabetic nephropathy, we screened for genes showing differential expression at least at one ZT in the circadian dysregulation gene set. Our analysis revealed that lipid metabolism, particularly fatty acid metabolism, is most prominent in the circadian disruption profile, indicating a potential impact of circadian dysregulation on lipid metabolism in the pathogenesis of diabetic nephropathy. In addition, using WGCNA and correlation analysis, the potential regulation of core clocks and the PPAR signaling pathway on fatty acid metabolism was revealed. Actually, the circadian control of lipid metabolism has been extensively studied. Numerous epidemiological investigations have documented a correlation between circadian misalignment (insufficient sleep duration and quality) and the escalating risk of obesity and diabetes [28, 29, 30, 31]. Studies utilizing the genetic mouse model have further confirmed the indispensable role of a proper circadian function for lipid metabolism. Global homozygous *Clock* mutant mice exhibited altered feeding rhythms, obesity, and other metabolic alterations such as hyperleptinemia, hyperlipidemia, hyperglycemia, and hypoinsulinemia [32]. Global *Bmal1*‐deficient mice displayed impaired glucose tolerance and increased lipid accumulation [33]. In addition, *Rev‐erbα* [34], *Per* [35], and *Cry* [36] are key regulators of lipid metabolism. Given that dyslipidemia is a well‐established contributor to diabetic nephropathy, causing renal damage both directly through lipotoxicity and indirectly via inflammation, oxidative stress, and mitochondrial dysfunction [37], the role of circadian regulation in lipid metabolism in diabetic nephropathy warrants greater attention and further exploration.

Given that our db/db mice model killed at 21 weeks old do not exhibit advanced lesions such as nodular sclerosis in the glomeruli, severe tubulointerstitial fibrosis, and tubular atrophy [38], our analyses should be interpreted solely as addressing the role of circadian rhythms in early‐stage diabetic nephropathy. As the disease progresses, the prevalence of cognitive impairment [39] and sleep disorder [40] increases, which may indicate a further dampening of circadian misalignment in diabetic nephropathy. Furthermore, since transcriptome analysis only detects mRNA oscillations, proteomic analysis and post‐translational modifications, such as the phosphorylome, are essential for studying the role of circadian rhythms at the protein level in diabetic nephropathy. Besides, our analyses could only provide a preliminary view of the associations between various biological functions and circadian rhythms in diabetic nephropathy. Direct evidence that circadian modulation of these processes influences disease pathogenesis remains to be established. Finally, whether the circadian observations derived from the diabetic nephropathy mouse model can be extrapolated to human diabetic nephropathy needs further validation.

Overall, we demonstrate that in normal conditions, a large proportion of renal genes exhibit rhythmic expression, a pattern that is significantly disrupted in diabetic nephropathy. The alterations in extra‐renal circadian signals and renal core clock genes likely have a combined effect on circadian disruption in diabetic nephropathy. Besides, we found the circadian pattern of a variety of biological processes, especially protein homeostasis and glycolipid metabolism, was disrupted in diabetic nephropathy.

Circadian dysregulation of the PPAR signaling pathway and lipid metabolism might play a critical role in the pathogenesis of diabetic nephropathy. Overall, our study reveals a significant link between circadian rhythms and diabetic nephropathy and further provides a new perspective for the intervention of dyslipidemia induced by circadian disorder in diabetic nephropathy.

## Author Contributions

Conceptualization, Zhan‐Zheng Zhao, Xiao‐Qian Li; Funding acquisition, Zhan‐Zheng Zhao, Xiao‐Qian Li; Animal housing and tissue collection, Xiao‐Qian Li, Yi‐Nuo Ma, Lu‐Yao Wang, Xiao‐Hui Li; Data analysis, Xiao‐Qian Li, Ting‐Yu Fu; Experiments, Xiao‐Qian Li, Tian‐Fen Chen; Writing – original draft, Xiao‐Qian Li; Writing – review and editing, Zhan‐Zheng Zhao, Jing Xiao, Xiao‐Qian Li, Lei Cheng.

## Funding

This study was supported by the Medical Science and Technology Joint Project of Henan Province (LHGJ20220296); the Scientific Research and Innovation Team of The First Affiliated Hospital of Zhengzhou University [grant number ZYCXTD2023009]; the Postdoctoral Research Initiation Fund. The National Natural Science Foundation of China (Grant No. 82500907). The funders had no role in study design, data collection and analysis, decision to publish, or preparation of the manuscript.

## Ethics Statement

This study was approved by the Animal Ethics Committee of the First Affiliated Hospital of Zhengzhou University (approval No. ZZU‐LAC20210604[09]).

## Consent

The authors have nothing to report.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** fba270078‐sup‐0001‐FigureS1.tif.

**Table S1:** The Cosinor analysis of core clock genes.

**Table S2:** The genes within the circadian dysregulation gene set that exhibit differential expression at least at one zeitgeber time.

## Data Availability

Stored in repository.

How the deposited data were processed for this re-analysis (not part of the article)

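RNA of the renal cortex of 47 mice (23 control, 24 diabetic) was analysed at ZT0, 4, 8, 12, 16 and 20, with 4 mice per genotype and ZT except 3 control mice at ZT8. The paper states that stranded mRNA libraries were sequenced, the reads trimmed and FPKM computed with Cufflinks. It also names htseq-count for the reads per gene. The deposited FPKM are whole multiples of 1 unit per gene and mouse, as whole read counts would give. Which tool gave them is therefore left open. The aligner, genome build and annotation are not named in the paper's text, so no coordinates are given. The FPKM values are as the authors deposited them, normalized to gene length and to the reads on genes, and they were not scaled further unless stated. The deposited p-values and q-values come from the authors' JTK_CYCLE run in MetaCycle on the FPKM of each genotype, the deposited relative amplitude is a ratio of amplitude to baseline, and the deposited periods and phases are in hours. Values on a log2 scale are log2(FPKM + 1) of the FPKM deposited by the authors. Table S1 and Table S2 of the paper were used for comparison only. Single-cell data, triglycerides, co-expression modules, enrichment of GO and KEGG terms, and measurements in urine and tissue sections were not analysed here.

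Reads per gene were recovered from the FPKM, which are whole multiples of 1 unit per gene and mouse. The reads on genes per mouse had a median of 30961119, and no mouse stood apart in depth from the others of its group. The precision of the values was taken from the spread between mice. JTK_CYCLE was written from its published algorithm with an exact null distribution, a period of 24 h, phases every 2 h and Bonferroni correction over phases. Genes with p under 0.01 were called rhythmic. The relative amplitude came from a cosine fit at the phase of JTK_CYCLE. Differences at each ZT and differences in rhythm were tested with limma 3.58.1 in R 4.3.3, with a mean-variance trend, on log2(FPKM + 1) of 11864 genes with a mean of at least 0.5 FPKM and with all 12 groups sharing an estimate of spread. P-values were adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. Cosinor fits, correlations, marker lists and internal clock time used two-sided permutation tests with 100000 resamples, stratified by ZT where genotypes were compared. Clusters were made by fuzzy c-means in e1071 1.7.16, with 4 clusters and the best of 20 starts. Other steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

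Gene families, 14 lists of tissue marker genes and the 13 genes of the internal clock were written by symbol before the data were examined, as were the tests, the alternatives and the rule for the genes named. The rule names the clock genes of Fig. 2, genes of Fig. 6, the 3 lost and the 3 gained genes with the smallest JTK_CYCLE p (mean of at least 1 FPKM), the 3 genes with the smallest p in the test for different rhythms, and the 3 genes that rose and the 3 that fell most at ZT8. Hlf and Clock are among the lost and gained genes so chosen. Some genes are not reported here. Genes of Figs. 3, 5E and 6D were read from the figures as lists. Lists of genes taken as higher in male or female mouse kidney were written later from general knowledge, without looking at their values.

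The alternatives were thresholds, periods, filters on low FPKM, a pseudocount of 0.1, scaling to equal upper quartiles, quantile normalization, a cosinor F test, 3 mice per ZT, a replicate block, a fit of only the 2 groups compared, and leaving out each mouse in turn. Periods of 20 and 24 h, ties kept in the reference curve of JTK_CYCLE, limma-voom on the recovered reads, and further scalings of the clock and correlation tests were added after the data were seen. Groupings were tested by permuting genotype within ZT (100 regroupings) or by all 35 splits of the mice of a ZT.

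Each method was tested on simulated data. JTK_CYCLE found 7% of 200 genes with an amplitude of 0.5 SD, 49% at 1 SD and 99.5% at 2 SD. The limma test at ZT8 found 112 of 200 genes changed by 3 SD with 2 false calls, and the test for different rhythms found 54 of 200 genes at an amplitude of 1.5 SD with 5 false calls. The clustering put 99.8% of the genes in their cluster, the family test found 10 of 10 enriched families and called 1 of 10 others, and the correlation test found 96 of 100 correlated pairs and called 2 others. The test of the spread of internal clock time passed in 19 of 20 simulations with a spread 4 times wider, in 7 of 20 with a spread 1.6 times wider, about that observed, and in 1 of 20 with equal spread. Reads were recovered for 2956 of 2957 simulated genes.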

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

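The test of the marker lists against a lower share of proximal tubule RNA, the regroupings for different rhythms with genotype means removed, and the genes with different rhythms shared with quantile normalization, were chosen after the results were seen.

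The rhythms of 922 of 11864 genes differed between control and diabetic mice in the limma test of the difference itself, which the paper does not report. Wdtc1 peaked at 4 h in control and 22 h in diabetic mice, Atp6v0a4 at 8 h and 22 h, and Faah at 2 h and 22 h (limma adjusted p = 0.00038 for each of the 3 genes). Of 100 regroupings of genotype within ZT, 1, the real one, gave as many genes, and the largest count of the others was 405. After the mean of each genotype was removed, 1 of 100 regroupings, the real one, gave as many genes, and the largest count of the others was 35. This argues against a grouping by chance. Quantile normalization gave 964 genes, with 754 of the 922 among them, which argues against the authors' normalization to all reads on genes as the whole cause. The count depends on single mice, from 520 genes without control ZT8 replicate 2 to 1250 without control ZT20 replicate 1. A biological effect of diabetes on rhythm stays open, as does a difference between the genotypes that was not tested, such as feeding times.

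Of 14 lists of tissue marker genes, which the paper does not discuss, 10 differed between genotypes (permutation test, adjusted p under 0.05). In diabetic mice the log2 change was 1.52 for injury genes, 0.96 for distal tubule, 0.64 for blood, 0.54 for glomerulus, 0.52 for immediate early genes, 0.35 for collecting duct, 0.28 for the loop in the outer medulla and 0.24 for endothelium, and it was -0.16 for proximal tubule and -0.38 for heat shock. It was not shown to differ for leukocytes (0.25), plasma cells (-0.28), adipose tissue (0.04) or adrenal gland (0.01). In the adipose list 1 of 7 genes had a mean above 1 FPKM, Fabp4 at 62.1 FPKM in diabetic mice, and in the adrenal list 1 of 6, Akr1b7 at 2.03 FPKM. Kidney cells also express both genes. A lower share of proximal tubule RNA would raise the other lists alike, but the distal tubule list rose by 0.73 more than the endothelium list, against this as the whole cause. Quantile normalization gave 12 lists. A change in expression within distal tubule or injured cells, or in the number of those cells, stays open and was not tested.

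In 9 of 154 groups of 4 mice, 1 mouse stood apart from the other 3 in a marker list by Dixon's test, where chance gives about 1 in 20, or 7.7 groups. On the log2 scale these were 5.16 for collecting duct in diabetic ZT4 replicate 1, 6.79 for distal tubule in control ZT12 replicate 3, 3.26 for glomerulus in diabetic ZT8 replicate 3, 1.94, 3.32 and 3.08 for leukocytes in control ZT12 replicate 1, diabetic ZT0 replicate 3 and diabetic ZT20 replicate 4, 2.11 and 3.84 for plasma cells in diabetic ZT12 replicate 1 and diabetic ZT20 replicate 4, and 2.77 for heat shock in diabetic ZT8 replicate 1. The number is near that of chance, and no biological explanation was tested. In internal clock time, read here on the curves of the own genotype, control ZT0 replicate 4 (-0.6 h) and diabetic ZT4 replicate 3 (2.4 h) stood apart.

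For the 28 genes named, 23 of 308 groups of 4 mice had a mouse apart by the same test, where chance gives about 1 in 20, or 15.4. In FPKM these were Per2 in control ZT4 replicate 2 (1.71) and control ZT20 replicate 4 (9.45), Hlf in the same 2 mice (22.9 and 28.7), Bhlhe40 in diabetic ZT12 replicate 2 (64.3), Bhlhe41 in diabetic ZT4 replicate 3 (2.80), and Faah in diabetic ZT8 replicate 2 (13.5) and diabetic ZT12 replicate 2 (12.7). Cyp4a14 was apart in control ZT0 replicate 3 (9.38) and control ZT4 replicate 2 (19.6), Ugt1a2 in control ZT0 replicate 3 (0.569) and diabetic ZT12 replicate 3 (83.2), and S100a8 in control ZT4 replicate 1 (5.41), control ZT20 replicate 2 (1.92), diabetic ZT8 replicate 2 (639.9), diabetic ZT12 replicate 1 (68.8) and diabetic ZT16 replicate 1 (31.8). Slco1a1 was apart in diabetic ZT8 replicate 3 (2.52), ZT16 replicate 3 (12.5) and ZT20 replicate 1 (22.6), Slc22a7 in diabetic ZT4 replicate 2 (2.37) and ZT20 replicate 3 (3.32), and Acsm3 in control ZT12 replicate 1 (281.2). No mouse stood apart in depth, which argues against depth as the cause. Ugt1a2 and Cyp4a14 share reads with similar genes. Inflammation in single mice was not tested as a source of the S100a8 values.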

How the results depend on the processing

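Limma-voom, the periods of 20 and 24 h, the ties kept in JTK_CYCLE, the quantile normalization of the clock and correlation tests, and the deviations from ZT means in control mice were chosen after seeing the data. For 26 counts and differences that answer a comparison, 148 of 182 values under the other settings kept their direction and side of the threshold or stayed within the limits set for a change (1.5 times for a count), 1 was weaker and 33 moved. With each mouse left out in turn, 888 of 917 values did so, 17 were weaker, 2 stronger and 10 moved.

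With a threshold of p under 0.05, which admits more genes by construction, 6137 genes were rhythmic in control and 4733 in diabetic mice, 2666 in both, 2067 had gained rhythmicity, and the share with another phase was 70.1%. With 3 mice per ZT, fewer samples, 1619 genes were rhythmic in diabetic mice and 687 in both. The share with another phase was 68.4% with periods of 20, 24 and 28 h and 61.9% with ties kept. With quantile normalization, 2713 genes had lost rhythmicity, of which 1834 were among the 2702 lost genes (67.9%), and 715 of the 1319 gained genes (54.2%) had still gained it. The cause was not tested.

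Without a filter on low FPKM the rhythms of 504 genes differed, since more genes were tested. The genes that differed by at least 2-fold with adjusted p under 0.05 were 315 at ZT0, 212 at ZT4, 557 at ZT8, 307 at ZT12, 307 at ZT16 and 299 at ZT20, and with unadjusted p 318, 218, 573, 313, 315 and 305, since the filter removes genes with smaller changes. In Table S2, 267 genes differed by at least 2-fold, with either p, and 464 (466 unadjusted) with a pseudocount of 0.1. The fit of only the 2 groups compared, where fewer mice estimate the spread, gave 2206 genes at ZT8 (5001 with all mice). At ZT0 it gave 3667 (4752 with all mice) and at ZT4 2851 (3066). Fewer mice estimate the spread at every ZT in this fit, so they do not explain alone why ZT8 fell most. The spread within groups was widest in diabetic mice at ZT8 (median SD 0.179). In the series of replicate numbers, 0 of 36 clock gene differences passed (9 unadjusted), since 3 against 4 series cannot give a p below 0.0286.

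Quantile normalization gave 19 clock gene differences at single ZTs, 1 family among lost and 0 families among gained genes, as did equal upper quartiles for gained genes (0). Equal upper quartiles gave 4 families among lost genes, 2 with a higher and 2 with a lower share, and cytosolic ribosomal proteins were one of the lower (3.70%). Quantile normalization reversed the average log2 change of Arntl to -0.011, of Per2 to -0.079 and of Lepr to -0.032, the mesor difference of Arntl to -0.012 FPKM, and the adrenal list to -0.038. The cause was not tested.

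On deviations from ZT means 23 correlated pairs were left, and r was -0.064 for Ppard and Acsl1 and -0.29 for Ppard and Ehhadh. For Acsl1 and Ehhadh r stayed positive at 0.45 (permutation p = 0.12). In control mice 146 pairs passed, and r was -0.16 for Ppard and Ehhadh. Deviations from ZT means in control mice gave 0 pairs (41 unadjusted). There r was -0.53 for Ppard and Acsl1, -0.30 for Ppard and Ehhadh and 0.44 for Acsl1 and Ehhadh. The difference in SD of internal clock time on the curves of the control mice was 0.634 h, and the permutation test of absolute deviations (difference 0.340 h) gave p = 0.108. The cause was not tested.

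With each mouse left out in turn, the relative amplitude difference ran from -0.0354 to -0.0211, the genes with different rhythms from 520 to 1250, the families among lost genes from 4 to 7 (7 without control ZT0 replicate 1) and among gained genes from 0 to 1, the correlated pairs from 44 to 72, and the difference in SD of internal clock time from 0.436 h (without diabetic ZT12 replicate 4) to 0.696 h. In single genes and lists, 49 of 2256 such values were weaker and 20 stronger, among them the Per2 amplitude (23 weaker) and the Bhlhe40 acrophase (26 weaker). Under the other settings 25 of 210 such values were weaker, 6 stronger and 10 reversed.

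The replicate numbers do not pair mice. Over 23 pairs of control and diabetic mice of the same ZT and number, the mean correlation of their deviations was 0.0064, against -0.0024 for pairs with other numbers. With the replicate numbers as a block, 4455 genes were rhythmic in control and 3056 in diabetic mice, the rhythms of 791 genes differed, and 4947 genes differed at ZT8. The block changed no call or direction among the results tested with it.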

Differences from the paper's values

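The paper counts 1490 rhythmic genes that differ at 1 ZT or more, where 3888 were found here. None of the alternatives set before the data were examined closed this gap. A pseudocount of 0.1 gave 3883 genes and quantile normalization 3545. A change of at least 2-fold gave 288 with adjusted or unadjusted p. With a pseudocount of 0.1 the 2-fold counts were 510 and 513. The paper's text does not state which test and threshold gave this count or Fig. 1E. Its counts and those here may thus rest on unlike criteria. Of the paper's 1490 genes, 1243 passed the filter of at least 0.5 FPKM that was set for the 3888.

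Genes higher in diabetic mice in Fig. 1E, read by eye, number about 1900 at ZT0, about 1300 at ZT4, about 2200 at ZT8, about 1900 at ZT12, about 2000 at ZT16 and about 1700 at ZT20, against 3767, 2352, 3946, 2931, 3603 and 2837 here. Quantile normalization closed the gap at every ZT, with 1575, 1040, 1913, 1618, 1935 and 1443 genes, but moved the genes lower at ZT0 away, to 1978. Limma-voom, chosen after seeing the values, also closed it at every ZT, with 1771, 1087, 1813, 1513, 1852 and 1547 genes, but moved the genes lower at ZT0 away as well, to 1960. The fit of only the 2 groups compared closed it at ZT0 (2848), ZT8 (1603), ZT12 (2766) and ZT20 (2406), and not at ZT4 or ZT16. Of the fits that each left out 1 mouse, 2 of 8 closed it at ZT0, 5 of 8 at ZT4, 4 of 7 at ZT8, 7 of 8 at ZT12, 2 of 8 at ZT16 and 5 of 8 at ZT20. Genes lower at ZT0 are about 600 in Fig. 1E, read by eye, and 985 here, and the fit of only the 2 groups compared (819) and 5 of 8 fits without 1 mouse closed this gap. The other alternatives left these gaps open.

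In Table S1 the mesor difference of Nr1d1 is -0.3571, with a standard error of 2.354, and it was 0.704 here. The series of replicate numbers gave -0.631 and closed the gap, and ZT0 repeated as ZT24 (0.963), the replicate block (0.778) and the 47 fits without 1 mouse did not. The amplitude difference of Bhlhe40 (Dec1) is 2.381 in Table S1, with a standard error of 4.951, and it was -0.340 here. The series gave 2.55 and closed the gap, as did 12 of the 47 fits without 1 mouse.

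Periods of 20 and 24 h in JTK_CYCLE, chosen after seeing the values, gave the paper's counts, 3614 rhythmic genes in control and 2268 in diabetic mice, 1094 in both, 2520 lost and 1174 gained. With these periods all genes of Table S2 had the paper's rhythm class. The legend of Fig. 4 gives 1147 gained genes and the text 1174. The paper states that Per1 oscillates in both genotypes, and its p in diabetic mice was 0.042 here with a threshold of 0.01, and 0.013 with periods of 20 and 24 h. A threshold of 0.05 calls it, and no other setting run did. The paper states that Hlf lost its rhythm, and its p in diabetic mice was 0.030 here, but 0.0078 by the cosinor F test and 0.0089 with periods of 20, 24 and 28 h. The paper reports a higher mesor of Bmal1 and a lower amplitude of Nr1d2, and their adjusted p was 0.080 and 0.090 here. The mesor of Bmal1 passed without control ZT4 replicate 1 (0.044), control ZT4 replicate 4 (0.044) or diabetic ZT0 replicate 1 (0.043). The adjusted p of the Per2 amplitude was 0.046, and the paper does not name it. Clock and Per2, which the paper does not name among clock genes that differ at single ZTs, each differed at 1 ZT here. The paper gives the difference in relative amplitude a p below its threshold, and the test with mice as units gave p = 0.10, with p = 0.04 without control ZT4 replicate 1 or replicate 4.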

Other observations

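The tests on 1 diabetic mouse of ZT8, on a few abundant genes and on the authors' normalization were chosen after the results were seen.

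With ZT labels permuted, 1 of 100 draws, the real one, gave as many rhythmic genes in control mice, and 1 of 100 in diabetic mice. The lower count in diabetic mice was less firm, since 8 of 100 regroupings of genotype within ZT gave a difference as large and 3 of 100 did once genotype means were removed. A relative amplitude difference as large came from 10 of 100 regroupings, and a mean phase difference as large from 65 of 100, so that chance could give both. For genes that differ at single ZTs, 1 of 35 splits, the real one, gave as many genes at ZT0, as it did at ZT4 (1 of 35), ZT8 (1 of 35), ZT12 (1 of 35), ZT16 (1 of 35) and ZT20 (1 of 35).

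Some genes counted as lost lie near the threshold, with 35.4% of them at a p under 0.1 in diabetic mice. Loss of a rhythm and a weaker rhythm below the threshold cannot be told apart, because the limma test for different rhythms can call both. For most lost genes a difference in rhythm was not shown, since 17.1% of those tested passed. A difference could also be missed, since the test found 27% of simulated genes at an amplitude of 1.5 SD. In that simulation 200 of 11864 genes were changed, and an adjusted p depends on this share. The 27% is therefore no estimate of the share missed among the lost genes.

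The number of genes that differ at ZT8 fell from 5001 to 3764 without diabetic ZT8 replicate 2, below that at ZT0. The rank of ZT8 may thus rest on this mouse, whose S100a8 was 639.9 FPKM and whose internal clock time was 5.2 h ahead of the control curves. ZT8 also fell below ZT0 without control ZT8 replicate 2 (4103 genes). A smaller group can lower the count by itself, as at ZT16 without control ZT16 replicate 3 (3798 against 4681). These fits therefore cannot decide whether the rank rests on this mouse. In diabetic ZT8 replicate 2 the lists of the loop in the outer medulla (7.87 on the log2 scale, the other mice at most 7.01) and of collecting duct (6.15, at most 5.74) were the highest of all 47 mice and the proximal tubule list (8.21, at least 8.68) the lowest, as more medulla in the piece sampled would give. By Dixon's test it did not stand apart from the other mice of its group in these 3 lists. Its distal tubule list (7.97, the other mice at most 7.86) and blood list (8.28) were also the highest. The rise was thus not limited to the lists of the loop and collecting duct, and more medulla was not tested as its source. Another mouse of this group, diabetic ZT8 replicate 3, had the highest injury list of all 47 mice (8.42, the other mice at most 6.67). By Dixon's test it did not stand apart from its group in this list. Its distal tubule (6.71) and glomerulus (3.26) lists were the lowest of the diabetic mice. Without it ZT8 had 4410 genes, also below ZT0 (4826). Illness, clock time and sampling were not separated by a test in either mouse.

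Most genes that differ are higher in diabetic mice. Kap, an androgen-dependent kidney gene, took 4.11% of the reads in control and 0.487% in diabetic mice, with 67673 ± 8747 FPKM (SD, n = 23) and 8003 ± 3769 (SD, n = 24). With reads totalled without the 20 most abundant genes, 71.3% of the calls at the 6 ZTs were still higher, against a few abundant genes as the whole cause. Without Kap alone 68.1% were higher, without the 100 most abundant genes 64.1%, and without 500 genes 58.1%. After quantile normalization 47.1% were higher, and limma-voom on the recovered reads gave 47.6%. A true rise of many genes and an effect of the authors' normalization to all reads on genes cannot be told apart, because no added RNA of known amount was used here.

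Diabetic mice were 1.74 h ahead in internal clock time, while the mean acrophase difference of the genes rhythmic in both genotypes was -0.20 h, with one as large in 43 of 100 regroupings. Among the 6 bins of control acrophase, the mean ran from -1.30 h around 8 h, with 80.6% of the genes earlier and 2 of 100 regroupings as large (not adjusted over the bins), to 0.43 h around 16 h (44 of 100). This argues against an advance carried to all rhythmic genes alike. An advance of the genes that peak around 8 h stays open.

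Internal clock time, read on the curves of the own genotype, had an SD of 0.918 h in control and 1.49 h in diabetic mice (difference 0.572 h). The mean absolute deviation from the median of each ZT was 0.548 h in control and 1.03 h in diabetic mice (permutation test, p = 0.041). Without the 2 farthest diabetic mice, ZT8 replicate 2 and ZT12 replicate 4, the SD in diabetic mice was 1.24 h, still above that of control mice, which argues against a mislabelled mouse as the whole cause. A difference as large came up in 2 of 200 simulations of mice with equal spread and weaker rhythms of the clock genes, but the simulated SD in control mice (median 0.422 h) was below the observed one. Weaker rhythms and a wider spread therefore cannot be told apart. The call was lost in 17 of the 47 fits without 1 mouse, so a wider spread of clock time in diabetic mice stays a hypothesis. Feeding and activity of these mice were not used here.

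The mutation of Lepr was bred into this strain, so genes near it could differ for genetic reasons. Of the 101 genes around Lepr that were tested, 13 (12.9%) had an adjusted p under 0.05 and a log2 change of at least 0.5 in either direction, averaged over the ZTs, against 10.9% of all genes, and 70.1% of 9847 runs of as many neighbouring genes had a lower share. This argues against linked variants as a source of many of the differences.

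Genes that fell most in diabetic mice may reflect loss of male-type expression in the kidney. Of 10 genes known as higher in male mouse kidney, all 10 were lower in diabetic mice (limma adjusted p at most 2.3e-10), with a median log2 change of -1.91, below all 10000 random lists (95% range -0.10 to 0.24). Their mean on the log2 scale was 7.55 ± 0.21 (SD, n = 23) in control and 5.58 ± 0.30 (SD, n = 24) in diabetic mice, and all 24 diabetic mice were below every control mouse. Of 5 genes listed as higher in females, Slc7a12 (1.63), Prlr (1.66) and Slc22a29 (1.24) were higher and Akr1c18 (-2.41) and Cyp2a4 (-1.83) lower. Only males were sampled, so this listing could not be checked here. Cyp2a4 averaged 495.4 FPKM in control males, so its place in the list is uncertain. Its fall is therefore not read against a loss of male-type expression. All 10 male-type genes are expressed in kidney, and Cyp2e1 is also in the list of Fig. 5E. Proximal tubule markers fell by 0.16 only, so loss of that cell type is a less likely source. A lower level of androgen in db/db mice, or damage to the cells that express these genes, was not tested.

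In the values the authors deposited, 3381 genes have a q-value under 0.05 in control and 1674 in diabetic mice. Of the authors' rhythmic genes, 20.4% in control and 17.1% in diabetic mice have a fitted period of 20 h, and 293 of the 1094 genes rhythmic in both have another period in diabetic mice.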
